# Recruited Cells Can Become Transformed and Overtake PDGF-Induced Murine Gliomas *In Vivo* during Tumor Progression

**DOI:** 10.1371/journal.pone.0020605

**Published:** 2011-07-06

**Authors:** Elena I. Fomchenko, Joseph D. Dougherty, Karim Y. Helmy, Amanda M. Katz, Alexander Pietras, Cameron Brennan, Jason T. Huse, Ana Milosevic, Eric C. Holland

## Abstract

**Background:**

Gliomas are thought to form by clonal expansion from a single cell-of-origin, and progression-associated mutations to occur in its progeny cells. Glioma progression is associated with elevated growth factor signaling and loss of function of tumor suppressors *Ink4a*, *Arf* and *Pten*. Yet, gliomas are cellularly heterogeneous; they recruit and trap normal cells during infiltration.

**Methodology/Principal Findings:**

We performed lineage tracing in a retrovirally mediated, molecularly and histologically accurate mouse model of hPDGFb-driven gliomagenesis. We were able to distinguish cells in the tumor that were derived from the cell-of-origin from those that were not. Phenotypic, tumorigenic and expression analyses were performed on both populations of these cells. Here we show that during progression of hPDGFb-induced murine gliomas, tumor suppressor loss can expand the recruited cell population not derived from the cell-of-origin within glioma microenvironment to dominate regions of the tumor, with essentially no contribution from the progeny of glioma cell-of-origin. Moreover, the recruited cells can give rise to gliomas upon transplantation and passaging, acquire polysomal expression profiles and genetic aberrations typically present in glioma cells rather than normal progenitors, aid progeny cells in glioma initiation upon transplantation, and become independent of PDGFR signaling.

**Conclusions/Significance:**

These results indicate that non-cell-of-origin derived cells within glioma environment in the mouse can be corrupted to become *bona fide* tumor, and deviate from the generally established view of gliomagenesis.

## Introduction

Gliomas are the most common primary brain tumors, characterized by the infiltration of neighboring brain structures and robust expansion during progression to a *glioblastoma multiforme* (GBM) [1], [2]. Gliomas are frequently characterized by dysregulated signaling downstream of growth factor receptors such as EGFR, PDGFR, and IGFR, and elevated production of their corresponding ligands [3]–[6]. Nearly 30% of human gliomas show expression patterns that are correlated with PDGFR signaling [7], a pattern with prominent expression of *OLIG2* and other genes involved in CNS development referred to as “proneural” [8]. PDGF ligands (A–D) are upregulated in at least a third of surgical glioma samples and human glioma cell lines [9]–[13]. The importance of PDGF signaling is underscored in genetically engineered rodent gliomas, where overproduction of human PDGFb ligand is sufficient to induce gliomagenesis in a dose-dependent manner and allows to recapitulate the histologic, etiologic and pathobiologic character of the PDGF subset of human gliomas [14], [15]. Additionally, infusion of PDGF into the ventricles induces proliferation of the SVZ, resulting in lesions with some characteristics of gliomas [16]. Similar to human gliomas, mouse gliomas are cellularly and molecularly heterogeneous.

Glioma progression in humans is associated with deletion of the *INK4A*/*ARF* locus and loss of *PTEN* expression resulting in activation of Akt [3]–[6], [17]. The standard view of gliomagenesis is that sequential mutations occur and accumulate in cells derived from the glioma cell-of-origin. Indeed, many surgical GBM samples in patients appear clonal, with all tumor cells seemingly derived from the same cell; however, this may not necessarily mean they are derived from the cell-of-origin [18]–[21]. Cellular heterogeneity and reports of human gliomas comprised of several genetically unrelated clones suggest the possibility of oncogenic transformation in cells not derived from the glioma cell-of-origin [21]–[26]. The interconversion between human glioma subtypes upon recurrence and the existence of recurrent gliomas that lack mutations or deletions found in the original tumor further indicate the possibility for an expansion of an aggressive clone not arising from the cell-of-origin [8], [27]. In fact, PDGF-induced gliomas arising in both adult and neonatal rats have been shown to contain normal stem and progenitor cells “recruited” into glioma mass and induced to proliferate, indicating that proliferative stem-like portions of the tumor can arise from normal progenitors. However, the precise nature and specific functional characteristics of these “recruited” stem or progenitor cells have not been described.

Genetic analysis of surgical samples of human gliomas merely provides retrospective static information with regards to tumor evolution; lineage tracing from the cell-of-origin cannot be done in humans. Moreover, identifying and distinguishing GBM cells from the surrounding stroma is not a trivial task - glioma cells are often defined histologically, demonstrating high mitotic indices, expression of stem or progenitor cell markers, abnormal global gene expression patterns, presence of genetic alterations, and the ability to serially transplant the disease [3], [28], [29]. To investigate cellular contributions and structural/functional characteristics of “recruited” cells in murine gliomas during tumor progression, we used RCAS/tv-a and the *bacTRAP* systems [30]–[32]. Defining tumor cells by histologic criteria, genetic analysis, global gene expression profiling and transplantation studies, we studied the clonality of mouse gliomas with respect to the cell-of-origin. Here we show that in murine gliomas induced by human PDGFb (hPDGFb), glioma progression can occur by expansion of the recruited cells, and that these cells unrelated to glioma cell-of-origin can be corrupted to become *bona fide* tumor.

## Results

### Murine gliomas contain a recruited cell population

It has been recently shown that gliomas induced in adult or neonatal rats by hPDGFb-expressing retroviruses contain stem or progenitor-like cells expressing neural markers, that are contributing to glioma mass and are induced to proliferate by glioma environment [15], [33]. However, the nature and fate of these cells not derived from the glioma cell-of-origin has not been extensively studied. While these cells proliferate and express immature markers, questions as to whether they are functionally important in glioma progression, remain dependent from the glioma cell-of-origin, and whether they represent *bona fide* tumor cells, have not been addressed. In order to study this phenomenon of cellular contribution to glioma heterogeneity, we employed lineage tracing, molecular analysis and functional characterization of non-cell-of-origin derived cells using two different mouse models of hPDGFb-driven gliomas.

We first infected *Nestin-tv-a* (*Ntv-a*) mice with an RCAS vector expressing hPDGFb and eGFP (RCAS-hPDGFb-HA-SV40-eGFP, “RCAS-PSG”) (**Figure 1a–i**) [14], [30], [34]. RCAS/tv-a is a retroviral system that allows for lineage tracing from the nestin-positive glioma cell-of-origin, and the use of this specific vector labels the cell-of-origin and its progeny with eGFP expression. Consistent with the previously published results from others and us, RCAS-PSG induced high- and low-grade gliomas with typical oligodendroglioma histology, containing proliferating cells expressing olig2 and other markers of neural cell lineages (**Figure 1f,g**; **Figure S1a–d; Figure S2c–f; Figure S3a**). Many but not all of these cells were derived from the cell-of-origin and expressed viral eGFP (“progeny cells”), while others appeared to not be infected with the RCAS-PSG virus (“recruited cells”), as they did not express eGFP or hPDGFb, with hPDGFb expression determined by immunostaining for hemagglutinin epitope tag included in RCAS-PSG vector (**Figure S2a–f**) [14]–[16], [33]. In comparison to the previously published RCAS-hPDGFb vectors, the levels of hPDGFb expression by RCAS-PSG were 3–4 fold lower (**data not shown**) [14]. We confirmed the correlation between eGFP expression and viral integration using RT-PCR (reverse transcription), real-time qPCR and FISH in murine glioma sections and eGFP-positive or eGFP-negative FACS-sorted glioma cell populations (**Figure 1h,i** **; Figure S1e,f**). In these tumors, histologically-defined pathognomic glioma structures (secondary structures of Scherer [35]) contained both progeny and recruited cells (**Figure 1b–e**; **Figure S1a–d**). We refer to these tumors as “virally-induced gliomas”.

**Figure 1:**
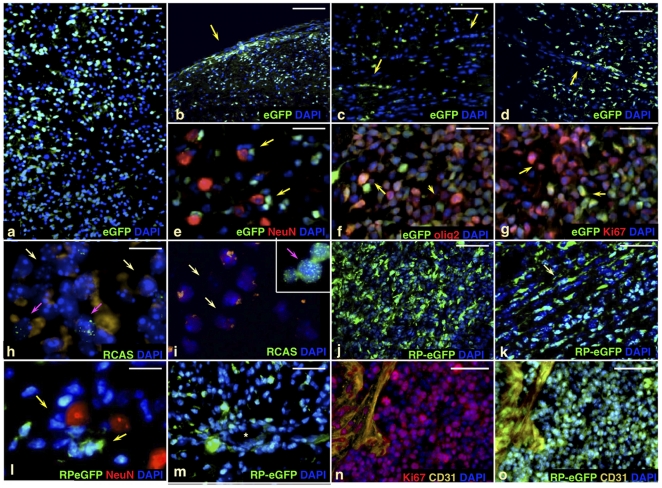
PDGF-driven murine gliomas contain recruited cells that are not derived from the cell-of-origin. (**a–g**) Virally encoded eGFP on DAPI-stained frozen sections of RCAS-PSG-induced wild-type murine *Ntv-a* gliomas. Yellow arrows in (**b–e**) show Scherer's secondary structures, including subpial accumulations of tumor cells (**b**), white matter tracking (**c**), perivascular accumulations of glioma cells (**d**), and perineuronal satelliting cells (**e**). Scherer structures are contributed to by both progeny and recruited cells. Sections in (**e**,**f,g**) were stained with NeuN, olig2, and Ki67, shown in red. Arrows in (**f,g**) indicate Ki-67 (**f**) or olig2 (**g**)-expressing progeny cells (yellow) and recruited cells (pink). (**h,i**), FISH analysis of murine glioma sections (**h**), FACS-sorted eGFP-negative recruited cells (**i**), and eGFP-positive sorted progeny cells (**i**, inset). Pink arrows in (**h**; **i** inset) indicate presence of multiple integrations in progeny cells (green signal); note the absence of integrations in recruited cells (white arrows; **h**,**i**). Note that the majority of cells in the tumor section appear recruited, and viral integration correlates with the eGFP expression by FACS. (**j–o**) Native RP-eGFP on DAPI-stained frozen sections of *bacTRAP* gliomas induced by orthotopic transplantation of non-fluorescent hPDGFb-driven primary mouse glioma cells into the *bacTRAP olig2 RP-eGFP* reporter mice. Yellow arrows in (**k,l**) indicate Scherer's secondary structures, containing RP-eGFP-positive recruited cells; asterisk in (**m**) shows the lumen of a large vessel. (**n,o**) Ki67 staining (red) and CD31 staining (yellow) indicate that most olig2 recruited cells expressing *RP-eGFP* in transplanted gliomas proliferate robustly.

Modeling systems employing intracranial transplantation of glioma cells are frequently used in glioma research. To rule out the possibility of spontaneous proviral excision or loss of eGFP expression in the originally infected cells in the virally induced gliomas, we performed transplantations of acutely isolated non-fluorescent hPDGFb-driven mouse glioma cells derived from Ntv-a gliomas induced by the non-fluorescent RCAS-hPDGFb vector into the *bacTRAP olig2 RP-eGFP* reporter mice, expressing a fusion between ribosomal protein L10a and eGFP (*RP-eGFP*) under the *Olig2* promoter (**Figure S3b–d**) [14], [31], [32]. In these “transplanted gliomas”, RP-eGFP-expressing host cells represent olig2-positive recruited cells, while transplanted glioma cells do not express eGFP. Similar to virally-induced gliomas, RP-eGFP-expressing host-derived recruited cells proliferated (stained for Ki-67), showed spindloid and/or typical oligodendroglial morphology, and contributed to the secondary structures of Scherer (**Figure 1j–o**). In virally-induced gliomas, olig2 progeny and olig2 recruited cells are strictly defined by the presence or absence of eGFP expression; in contrast, in transplanted gliomas, the injected non-fluorescent glioma cell population is a mixture of progeny and recruited cells. Thus, identification of recruited cells by RP-eGFP expression in this system likely underestimates the true contribution of recruited cells to the glioma mass. While virally-induced gliomas have been shown to approximate the human scenario for at least a subclass of human gliomas, the extent of similarity of transplanted gliomas to the patient tumors, as well as to other transplantation systems, has not been addressed [3]. An additional caveat of the *bacTRAP* system is that olig2 RP-eGFP expression in the adult murine brain labels not only progenitor cells, but also more differentiated oligodendrocytes [32].

### Tumor suppressor loss expands the recruited population

As human gliomas progress, loss of tumor suppressor function is seen in nearly all cases [6]. It is possible that loss of tumor suppressors in the progeny or the recruited populations during glioma progression could give a preferential growth advantage to either of these cell populations. Therefore, to investigate the relative effects of tumor suppressor loss on progeny and recruited cells, we induced gliomas in *Ntv-a* mice with germline deletions of *Ink4a*, *Arf* and/or *Pten*, the latter achieved by Cre-mediated recombination of the floxed *Pten* alleles by RCAS-Cre [36], [37]. As previously published, we found that loss of *Arf* and *Pten*, but not *Ink4a*, shortened tumor latency and increased incidence of murine GBMs, histologically defined by the presence of microvascular proliferation and pseudopalisading necrosis (**Figure 2a** **; Figure S4a,b**) [3], [36], [37]. Of note, the contribution of the recruited cells to high-grade glioma structures was most prominent in the *Ntv-a Ink4a/Arf* ^-/-^, *Pten* ^-/-^ tumors (**Figure 2b–f**).

**Figure 2:**
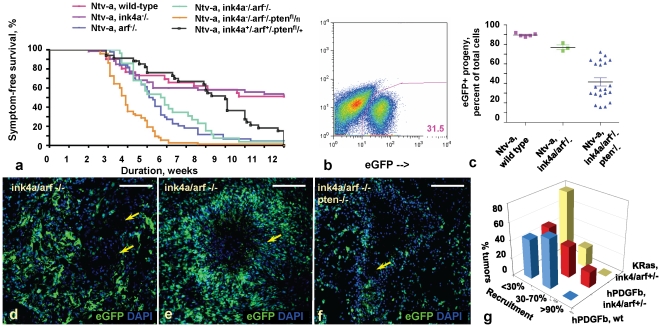
Homozygous tumor suppressor loss at glioma initiation enhances tumor formation and expands the recruited glioma cell fraction. (**a**) Kaplan-Meyer analysis for symptomatic gliomas in various *Ntv-a* mouse strains listed above the graph, injected with RCAS-PSG and RCAS-Cre, if applicable. Each curve represents survival analysis for n≥30 animals. (**b,c**) Quantification of percentages of progeny cells in *Ntv-a* gliomas, which are wild-type, deleted for *Ink4a/Arf*, or for *Ink4a/Arf* and *Pten*, as measured by FACS. Tumor suppressor loss expands the recruited component in mouse gliomas. (**d–f**) DAPI-stained images of frozen sections of murine gliomas, showing virally encoded eGFP in RCAS-PSG-induced Ntv-a GBMs deleted for *Ink4a/Arf* (d,e) or *Ink4a/Arf* and *Pten* (**f**). (**g**) Quantification of number of transplanted gliomas (z-axis) containing various percentages of recruited cells (x-axis), induced by transplantation of non-fluorescent hPDGFb-driven or Ras-driven murine glioma cells into the wild-type or *Ink4a/Arf^+/-^ bacTRAP olig2 RP-eGFP* hosts (y-axis). Note that significant recruitment occurs upon transplantation of either hPDGFb-driven and Ras-driven murine glioma cells into the *Ink4a/Arf^+/-^* hosts.

We then determined whether such robust expansion of the recruited cell population upon tumor suppressor loss is limited to modeling systems characterized by paracrine growth factor signaling, or whether it could apply to murine gliomas with cell-autonomous activation of oncogenes. While mutations in *RAS* are not characteristic of a given human glioma subtype, we used overexpression of mutant *RAS* as a proxy to model human gliomas driven in a cell-autonomous manner [38]. For this purpose, we created RCAS-mRFP-SV40-Ras (RCAS-RSR) vector that expresses mutant *KRASG12D* and simultaneously marks the infected cells by expression of mRFP (**Figure S5a–e**). While this vector was not robust at glioma initiation (<10% incidence), injections of RCAS-RSR and RCAS-Cre into *Ntv-a Ink4a/Arf^-/-^Pten^fl/fl^* mice could give rise to high-grade gliomas that did not express PDGFRα and contained regions of proliferating cells that did not express mRFP (**Figure S5d,e,g**).

To further address the ability of the recruited cells characterized by tumor suppressor loss to contribute to high-grade glioma structures, we performed transplantation experiments using the *bacTRAP* system. Transplantation of non-fluorescent hPDGFb-driven glioma cells into *Ink4a/Arf^-/-^Pten^fl/fl^ bacTRAP olig2 RP-eGFP* reporter mice resulted in formation of high-grade glioma structures comprised of both progeny and recruited cells (**Figure S5h**). Transplanted gliomas induced by hPDGFb-driven glioma cells in hosts with altered tumor suppressor function showed higher percentages of the overall recruitment than in the wild-type hosts, indicating that complete or partial tumor suppressor loss may enhance the ability of the cells to be recruited (**Figure 2g**). Although gliomas induced by transplantation of non-fluorescent *Pten*-deleted Ras-driven murine glioma cells showed recruitment of proliferating host brain cells into the glioma mass (**Figure S5f,h**), the overall amount of recruited cells into Ras-driven tumors and the number of tumors that showed large regions of recruitment was significantly less than that seen with the hPDGFb-induced gliomas (**Figure 2g**).

### Recruited cells in hPDGF-induced can overtake glioma mass during progression

The above data indicates that murine glioma cells, especially those driven by PDGF signaling, recruit proliferating olig2-expressing progenitors, and their contribution to high-grade glioma structures is enhanced upon homozygous loss of *Ink4a/Arf* and *Pten* at glioma initiation. However, human gliomas undergo tumor suppressor loss stochastically as they progress. Stochastic tumor suppressor loss could in principle occur in any cell subjected to the pressures of glioma environment, regardless of its progeny or recruited status. To mimic this phenomenon, we used *Ntv-a Ink4a/Arf^+/-^Pten^+/fl^* mice infected with RCAS-PSG and RCAS-Cre. Given the constraints of our experimental system, formation of murine gliomas with high-grade architectural features would require loss of function of the remaining tumor suppressor allele, by either stochastic loss of heterozygosity (LOH) or epigenetic events. The rarity of such events would in turn result in the expansion of an altered cell population from a single cell, be it progeny or recruited. Although neither *Ntv-a Ink4a/Arf^+/-^Pten^+/fl^* nor *Ntv-a Ink4a/Arf^-/-^Pten^fl/fl^* mice generate spontaneous gliomas, it is likely that experimentally provided genetic hits may represent the rate limiting step for transformation and thus, transformation of recruited cells may be less common in human gliomas.

While the latency of gliomas induced in *Ntv-a Ink4a/Arf* ^+/-^ *Pten* ^+/fl^ mice by RCAS-PSG and RCAS-Cre was intermediate between the wild type and *Ink4a/Arf* ^-/-^ *Pten* ^fl/fl^ mice, the distribution of glioma grades at the point when the tumors caused mice to become moribund was similar to that of gliomas characterized by homozygous tumor suppressor loss at initiation (**Figure 2a**; **Figure S4b**). However, unlike the mixed progeny-recruited cell composition seen in gliomas null for *Ink4a*, *Arf* and *Pten* at tumor initiation, gliomas arising in mice initially heterozygous for these tumor suppressors frequently showed regional domination by either progeny or recruited cells (**Figure 3a–d**). In the most extreme cases, such glioma regions were almost fully comprised of eGFP-negative recruited cells, as verified by FACS and qPCR (**Figure 3a,b,e** **; Figure S5j,k**). Of note, these regions dominated by recruited cells showed loss of function of the remaining wild type tumor suppressor alleles by LOH (in the case of *Ink4a/Arf*), or loss of expression at the protein level with or without LOH (in the case of *Pten*), as in human gliomas (**Figure 3f** **; Figure S4c–e**). While *Ink4a/Arf* loci were most frequently lost at the genetic level as determined by PCR, of 40 hPDGFb-driven gliomas arising in *Ntv-a Ink4a/Arf^-/-^Pten^fl/fl^* or *Ntv-a Ink4a/Arf^+/-^Pten^+/fl^* injected with RCAS-Cre, 28 did not express Pten; of these, 21 retained *Pten* allele by real-time PCR, while 7 lost it (**Figure S4c**). Thus, while loss of Pten expression occurred in ∼70% of all cases, loss of *Pten* at the DNA level occurred in 17.5% cases. There was a small but statistically significant difference with respect to latency medians depending on whether a given glioma was predominantly derived from progeny or recruited cells (two-tailed unpaired Student's t-test, p<0.006) (**Figure S5i**). However, their variances largely overlapped (F test), and GBMs containing large areas with pseudopalisades predominantly comprised of recruited cells represented ∼30% of all mouse GBM cases (**Figure 3g**).

**Figure 3:**
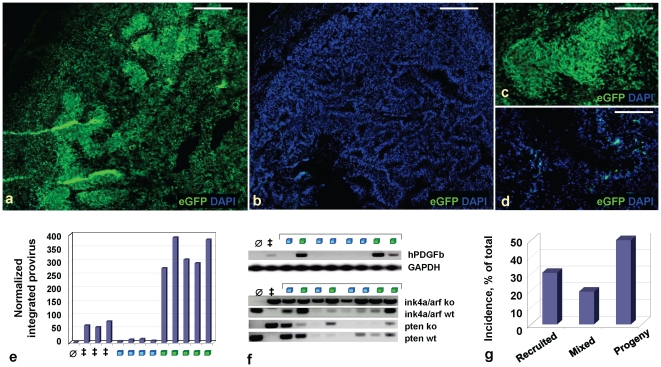
GBMs arising in mice targeted for heterozygous tumor suppressor loss show expansion of either recruited or progeny cell populations in pseudopalisade regions. DAPI-stained composite (**a,b**) and 20X (**c,d**) images of frozen sections showing virally encoded eGFP in RCAS-PSG-induced Ntv-a GBMs heterozygous for loss of *Ink4a*, *Arf* and *Pten* at tumor initiation, with stochastic tumor suppressor loss in regions of progeny (**a,c**) or recruited (**b,d**) cells during tumor progression. (**e**) real-time qPCR for viral hPDGFb-HA on tumor cell DNA extracted from mouse GBMs, indicating much lesser amounts of viral integrations in GBMs containing recruited pseudopalisades (blue squares), as compared to progeny pseudopalisades (green squares). Graph shows fold change over the background in the uninjected adult mouse brain (∅); all analyses are normalized to GAPDH as a control. ‡, positive control, RCAS-PSG Ntv-a GBMs deleted for *Ink4a/Arf* and *Pten*. (**f**) PCR for viral hPDGFb-HA, wild-type or knockout *Ink4a/Arf* loci and *Pten* alleles on tumor cell DNA extracted from mouse glioma sections. hPDGFb-HA PCR: ∅, negative control, uninjected adult mouse brain; ‡, positive control, Ntv-a GBM homozygous deleted for *Ink4a*, *Arf* and *Pten*. GAPDH PCR was done in the same tube. *Ink4a/Arf*, *Pten* PCR: ∅ and ‡ indicate controls for wild-type or knockout alleles and loci, respectively (presence of band in KO lane indicates deleted allele). Gliomas that lost *Ink4a/Arf* during tumor progression were also likely to lose wild-type *Pten* allele. (**g**) Incidence of GBMs containing regions of recruited cells, progeny cells or a mixture of these cells in pseudopalisade regions, in Ntv-a mice heterozygous targeted for loss of *Ink4a*, *Arf* and *Pten*. While most GBMs arising in mice heterozygous deleted for *Ink4a/Arf* and *Pten* at glioma initiation contain large regions of progeny, about ∼30% show large areas of recruitment (total number of tumors analyzed, n = 36).

### Recruited regions of hPDGF-induced gliomas can become independent of PDGF signaling

We then characterized tumors with regions dominated by recruited cells for expression of growth factor receptors commonly activated in human gliomas, including PDGFR, EGFR and IGFR [3]–[5]. In gliomas where both alleles of *Ink4a, Arf, Pten* were deleted at tumor initiation, and in regions of gliomas dominated by progeny in tumors with initially heterozygous deletion of these tumor suppressors, both progeny cells and recruited cells expressed PDGFRα, with <5% tumors co-expressing EGFR (**Figure 4e**; **Figure S6a–c**; **data not shown**) [14]–[16], [33]. By contrast, glioma regions primarily comprised of eGFP-negative recruited cells frequently expressed EGFR or IGFR and not PDGFR (**Figure 4a–e** **; Figure S6b–d**). The primary mechanism for EGFR and IGFR expression in recruited regions is unclear; however, low-level amplification of these genes was seen in some cases. FISH analysis for mouse *EGFR* of eleven murine gliomas containing large regions of recruited cells with high expression of *EGFR* and/or *IGFR* showed >2 copies of *EGFR* in 5 of 11 cases, while 1 of 11 showed >2 copies of *IGFR* (**Figure S6e,f**). qPCR analysis of a panel of these and 15 other murine gliomas containing regions comprised of recruited cells was consistent with amplification of *EGFR* at the DNA level occurring at most in 6 of 18 (∼30%) of all cases, while *IGFR* was only amplified at most in 2 of 19 (∼10.5%) (**Figure S6g,h**).

**Figure 4:**
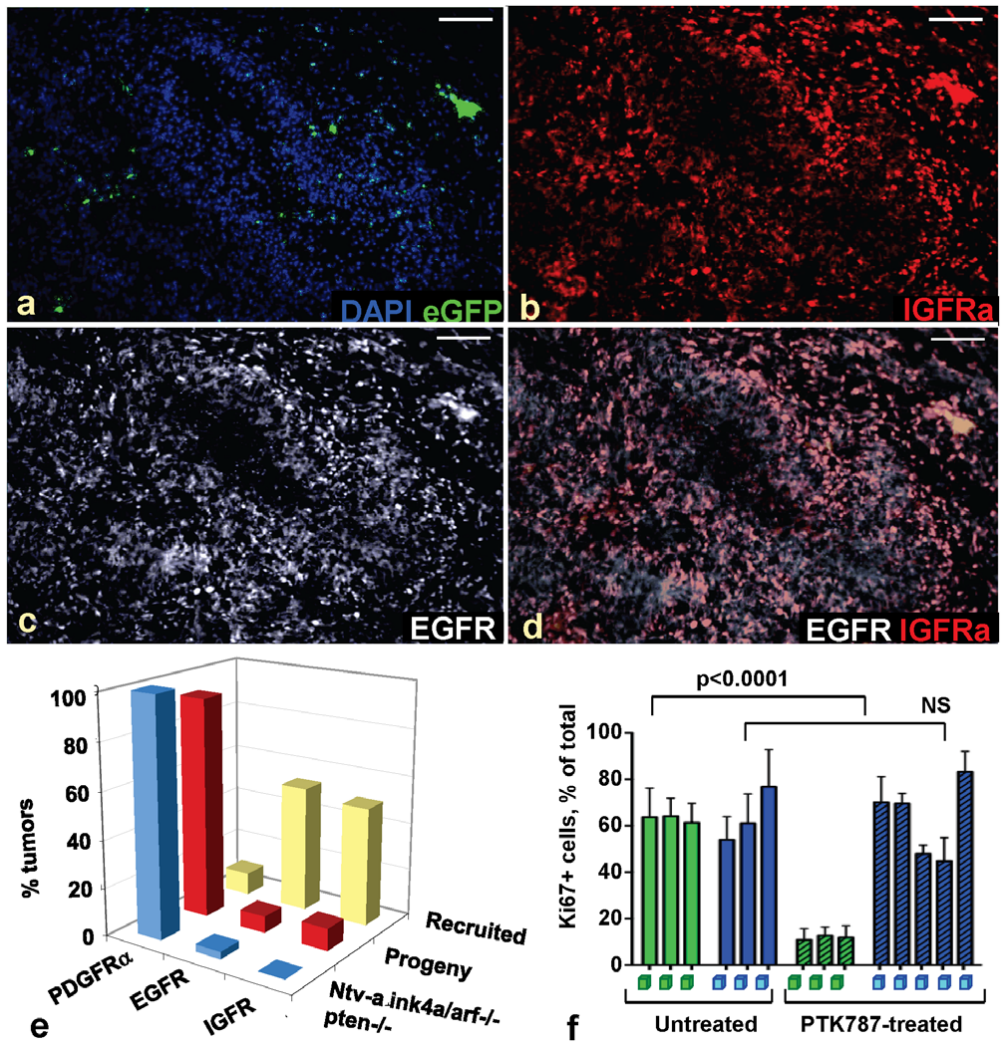
Glioma regions dominated by recruited cells can become independent of PDGFR signaling. (**a–d**) DAPI-stained frozen section of an *Ntv-a* RCAS-PSG-induced GBM heterozygous deleted for *Ink4a/Arf* and *Pten* at tumor initiation, containing large areas of recruitment expressing IGFR (**b**, red) and EGFR (**c**, white); (**d**) shows composite. (**e**) Quantification of growth factor receptor expression in *Ntv-a* GBMs in homozygous (n = 22) or heterozygous deleted backgrounds, containing large regions of progeny cells (“progeny”, n = 43) or recruited cells (“recruited” n = 32), by immunostaining. (**f**) Percent of Ki67-positive cells in untreated or PTK787-treated *Ntv-a* GBMs heterozygous deleted at glioma initiation and containing large regions of progeny (green squares) or recruited (blue squares) cells. Recruited cells in RCAS-PSG-induced *Ntv-a* GBMs heterozygous deleted for *Ink4a*, *Arf*, *Pten* at tumor initiation and containing large recruited areas do not reduce their proliferation rates in response to treatment with PDGFR/VEGFR inhibitor PTK787, suggesting that they become independent of PDGFR signaling.

In hPDGFb-induced gliomas, pharmacologic blockade by the PDGFR/VEGFR inhibitor PTK787 that crosses the blood-brain barrier results in cell cycle arrest of the tumor cells; thus, these gliomas retain their dependence on PDGFR signaling [39]. Since gliomas with large areas of recruited cells did not express PDGFRα, we investigated whether recruited cells became independent of hPDGFb signaling during glioma progression. We treated ten *Ntv-a Ink4a/Arf* ^+/-^ *Pten* ^+/fl^ glioma-bearing mice with PTK787 for a week at the onset of symptoms; eight mice survived the full course of treatment. Of these, three mice had gliomas that expressed PDGFRα and eGFP in high-grade tumor areas, concomitant with reduced proliferation rates (p<0.0001) (**Figure 4f**). Gliomas in the remaining five mice contained >85% recruited cells in high-grade tumor areas, showing proliferation rates statistically similar to the untreated tumors with large areas of recruitment (**Figure 4f** **; data not shown**). Thus, regions dominated by recruited cells became independent of PDGFR signaling during glioma progression, and the response to PTK787 treatment was dependent on the cellular composition of a given glioma. Although PTK787 also targets VEGFR, the conclusion that recruited glioma regions are independent of PDGFR activity is not confounded by this fact, since our readout is the relative lack of cell cycle arrest in the recruited glioma regions.

### Recruited cells initiate gliomas upon transplantation and aid glioma formation by progeny cells

Although glioma patients do not die from glioma cells transplanted into them but rather from the massive expansion/infiltration by the glioma cells, tumor cells in rodent systems are most stringently defined by their ability to form secondary tumors upon transplantation into recipient mice [40**]**–[****44]. We isolated either progeny or recruited cells based on their expression of viral eGFP by FACS from *Ntv-a Ink4a/Arf* ^-/-^ *Pten* ^fl/fl^ or *Ink4a/Arf* ^+/-^ *Pten* ^+/fl^ mice injected with RCAS-PSG and RCAS-Cre (**Figure 5a,b** **; Figure S7e–h**). Single sorting of recruited cells (≥98.5% purity) gave rise to cell fractions that formed tumors with latency, grade and histology similar to gliomas induced by eGFP-positive progeny, but showed variable contamination with progeny cells in the resulting lesions with up to 10% progeny cells (**Figure 5d,e** **; Figure S7a–d**). Double sorting of eGFP-negative cells gave a population that was ≥99.5% recruited and formed high-grade gliomas not contaminated with progeny cells upon transplantation, albeit at a low frequency and requiring large numbers of transplanted cells (**Figure 5c, 5f–h** **; Figure S7e–h**). While large numbers of recruited cells were necessary to induce gliomas upon transplantation, it is important to remember that non-eGFP-expressing cells in virally-induced gliomas include normal stromal cells types (endothelial cells, astrocytes, macrophages, etc). Transplanted gliomas arising from stringently gated double-sorted eGFP-negative recruited cells did not express viral eGFP and had no detectable provirus by real-time PCR (**Figure 5g**). Moreover, these gliomas could be serially passaged (**Figure 5i**; **Figure S7i–l; Table S1**). In addition to EGFR expression and unlike gliomas with the typical oligodendroglial morphology induced by transplantation of progeny cells, these tumors showed regionally high expression of nestin, GFAP, CD44, vimentin and VEGFR, while expression of olig2 was variable in some tumor areas and absent in most (**Figure S8**) [**8**]. Thus, the recruited cells could form gliomas upon transplantation in some circumstances.

**Figure 5:**
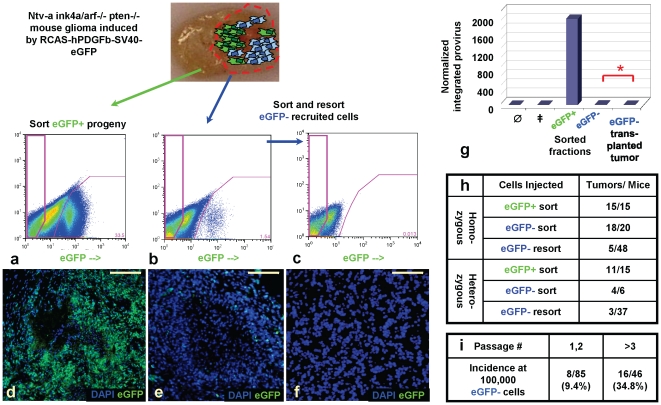
Recruited cells can form tumors upon transplantation and can be serially passaged in mice. FACS sorting of progeny (**a**) and FACS purification of the recruited cells (**b,c**) from RCAS-PSG-induced Ntv-a gliomas initiated in mice homozygous or heterozygous targeted for *Ink4a*, *Arf*, *Pten*. (**d–f**), DAPI-stained frozen sections showing virally encoded eGFP of transplanted gliomas induced by progeny (**d**), single-sorted recruited (**e**), or double-sorted recruited (**f**) cell fractions. (**g**) shows real-time qPCR analysis of sorted fractions and a transplanted eGFP-negative glioma induced by resorted recruited glioma cells. ∅, uninjected adult normal brain; ‡, Ras-driven Ntv-a glioma. All reactions were normalized to GAPDH. Graph shows fold change over the background amplification in Ras-driven glioma. (**h**) Incidence of gliomas induced by transplanting eGFP-positive progeny or double-purified eGFP-negative recruited cell fractions derived from *Ntv-a* RCAS-PSG-induced mouse gliomas homozygous or heterozygous deleted for *Ink4a*, *Arf* and *Pten* at tumor initiation. (**i**) Incidence of gliomas induced by serial transplantation of the recruited cells. Recruited cells can be serially passaged in mouse recipients, with a marked increase in frequency of tumor initiation after passage 3.

CD133, a pentaspan transmembrane protein and a hematopoietic stem cell marker, was reported to label the most proliferative and robustly tumorigenic cells in human gliomas, although this has been questioned in different contexts [40], [42], [44]. We addressed tumorigenic properties of CD133-positive cells in the context of virally induced hPDGFb gliomas. Purified double-sorted CD133-positive cells derived from *Ntv-a Ink4a/Arf^-/-^Pten^fl/fl^* or *Ntv-a Ink4a/Arf^+/-^Pten^+/fl^* mice injected with RCAS-PSG and RCAS-Cre were not derived from progeny cells and were all recruited, as confirmed by RT-PCR, qPCR and FISH on FACS-sorted cells (**Figure 6a–f,h** **; Figure S9a–d**). Moreover, while transplantation of single-sorted CD133-positive cells resulted in gliomas contaminated by the eGFP-positive progeny, without the expansion of progeny cells in some cases (**Figure S9e–j;** **Figure 6h**), transplantation of purified CD133-positive recruited eGFP-negative cells from *Ntv-a Ink4a/Arf^-/-^Pten^fl/fl^* or *Ntv-a Ink4a/Arf^+/-^Pten^+/fl^* mice did not result in glioma formation, suggesting that in hPDGFb-driven murine gliomas, tumorigenicity lies in the CD133-negative recruited cell subset (**Figure 6g**).

**Figure 6:**
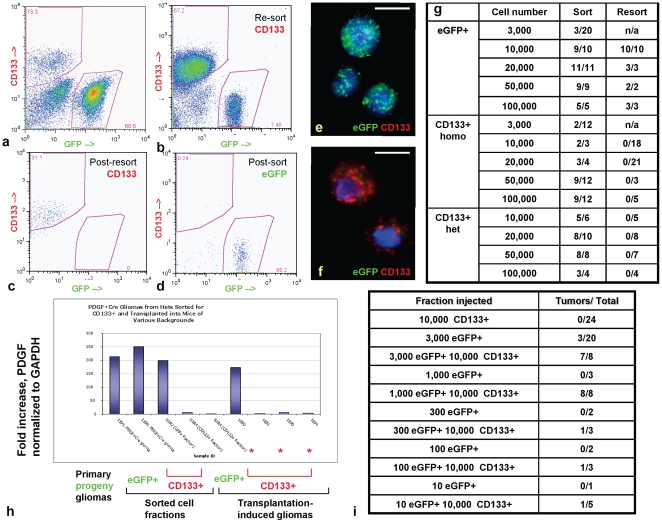
In RCAS-PSG-induced *Ntv-a* gliomas, CD133-positive cells are recruited and do not form gliomas upon transplantation, but contribute to gliomagenesis if co-transplanted with progeny. FACS purification and post-sort analysis of progeny (**a,d**) and FACS purification of the recruited CD133-positive cells (**b,c**) from RCAS-PSG-induced *Ntv-a* gliomas initiated in mice homozygous or heterozygous targeted for *Ink4a/Arf* and *Pten*. (**e,f**) FISH analysis for viral integration on the purified eGFP-positive progeny or CD133-positive recruited cells. Red background in (**f**) represents the CD133 staining. (**g**) Incidence of gliomas induced by transplanting eGFP-positive progeny or eGFP-negative CD133-positive recruited cell fractions derived from Ntv-a RCAS-PSG-induced mouse gliomas homozygous or heterozygous deleted for *Ink4a*, *Arf* and *Pten* at tumor initiation. (**h**) real-time qPCR analysis of sorted eGFP-positive cells, single-sorted CD133-positive cells and transplanted gliomas induced by these cell fractions, derived from Ntv-a gliomas initiated in mice heterozygous targeted for *Ink4a*, *Arf* and *Pten*. Asterisks indicate that transplanted gliomas induced by single-purified CD133-positive cells do not expand the progeny cell fraction. (**i**) Incidence of transplanted gliomas induced by injection of double-purified CD133-positive recruited cells, with or without low numbers of eGFP-positive progeny cells. Neither double-purified CD133-positive cells derived from RCAS-PSG-induced Ntv-a gliomas initiated in mice homozygous targeted for *Ink4a/Arf* and *Pten* at glioma initiation nor low numbers of eGFP-positive progeny give rise to gliomas on their own; however, addition of low numbers of recruited CD133-positive cells to few progeny cells allows for robust gliomagenesis.

We further addressed whether the CD133-positive subset of recruited cells showed functional importance for initiation or progression of transplanted hPDGFb-induced murine gliomas by cell-mixing experiments. While purified CD133-positive recruited cells could not give rise to transplanted gliomas at 10,000 cells (0/24 cases), and progeny cells did not robustly form tumors with cell numbers less than 3,000 (3/20 cases), addition of 10,000 CD133-positive recruited cells to 1,000 eGFP-positive progeny resulted in robust gliomagenesis (**Figure 6i**). Thus, CD133-positive recruited cells enhanced the ability of the progeny cells to initiate tumors upon transplantation, with small numbers of CD133-positive recruited cells sufficient to promote induction of transplanted tumors, the final mass of which was predominantly derived from the recruited cells (**data not shown**).

### Recruited cell gene expression resembles tumor cells

An unbiased way to define a cell population lies in identification of its gene expression signature and subsequent comparison to gene expression signatures of known normal or cancer cells to define its position on the axis of tumorigenesis. To quantify similarities and differences in the expression profiles of recruited cells and tumor cells using microarray analysis, we used the *bacTRAP* technology that allows immunoprecipitation of polysomes from specific cell types *in vivo* (**Figure S3a–d**) [31], [32]. 

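Polysomal RNA was collected from 3 groups of 3 samples, 9 arrays in all: normal adult cortical olig2 cells, olig2 cells of gliomas induced with hPDGFb, and olig2 cells recruited into gliomas grown from transplanted non-fluorescent cells. In the reporter mice an eGFP-tagged ribosomal protein is made in olig2-expressing cells, so RNA pulled down with an antibody against eGFP reports the mRNAs on the polysomes of those cells. RNA carried along from other cells was not measured. Each normal sample was a pool of 3 cortices, and each tumor was a separate sample. The sample labels give an age of 3 months for the normal mice. From each sample 15 ng of RNA was amplified and hybridized to a mouse expression array. The authors summarized each probe set with GCRMA, which corrects for background by probe sequence, as a linear intensity, kept probe sets within the 20 to 100 percentile range of intensity, and deposited those that passed their ANOVA over the 3 groups. This left 2593 probe sets with 2091 gene symbols. Here the intensities were converted to log2 and fitted with limma, with 1 mean per group and a shared spread over all arrays. A probe set was called different between a pair of groups when its Benjamini-Hochberg adjusted p-value over the 2593 probe sets was below 0.05. Since the same arrays had already selected the probe sets, the counts describe this selected set and the adjusted p-values are optimistic. Median log2 intensities over the set were 7.70, 7.76 and 7.79 in normal replicates 1, 2 and 3. They were 7.48, 7.27 and 7.33 in the recruited replicates, and 7.12, 7.14 and 7.11 in the tumor replicates. The median log2 difference between groups was therefore -0.53 for tumor against normal, -0.62 for recruited against normal and 0.17 for recruited against tumor. After each array was centred on its own median, these became 0.10, -0.23 and -0.07, and directions of small differences are relative to that choice. The number of arrays limits the precision of every value.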

We compared polysomal expression profiles of hPDGFb-driven *Ntv-a Ink4a/Arf* ^+/-^ olig2 mouse glioma cells representing a histologically defined glioma population, recruited olig2 cells derived from *Ink4a/Arf* ^+/-^ *olig2 RP-eGFP* mice transplanted with non-fluorescent glioma cells, and normal adult cortical olig2 mouse progenitors, using Affymetrix 430 mouse 2.0 chips and Genespring GX10 software [31], [32]. Translational profiles of recruited olig2 cells and glioma olig2 cells were similar to each other and clearly distinct from the normal olig2 progenitors, majority of the differences accounted for by the “statistically significantly changed” set of mRNAs (ANOVA, p<0.05), and sample clustering reduced upon removal of the ANOVA-tested mRNA set (**Figure 7a–d**; **Figure S10a–c,e**). 

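Distances between arrays were computed over the log2 intensities of the selected probe sets. The mean Euclidean distance was 58.8 between recruited and tumor arrays (range 48.3 to 68.2), 77.1 between recruited and normal arrays (range 68.5 to 86.0) and 98.04 between tumor and normal arrays. Arrays of the same group were 16.2 apart in normal, 28.6 in recruited and 21.1 in tumor samples, so every distance between groups exceeded the spread within groups. The recruited arrays lay closer to the tumor arrays than to the normal arrays by 18.3 on average, and an exact two-sided permutation of the normal and tumor labels gave p = 0.1, the smallest value that 3 against 3 arrays allow. The distance of the recruited mean to the tumor mean divided by its distance to the normal mean was 0.740. Computed from each recruited array alone this ratio was 0.944, 0.575 and 0.773 for replicates 1, 2 and 3. By mean 1 minus Pearson's r to the arrays of each group, the corresponding ratios were 0.839, 0.346 and 0.595 from the log2 intensities. After centring each probe set on its mean over all arrays, they were 1.07, 0.420 and 0.744, so whether replicate 1 lay nearer tumor or normal by correlation depends on the centring. The ratio of the group means rose furthest, to 0.849, when recruited replicate 2 was left out, and stayed below 1 when any array was left out. The first principal component held 75.4% of the variance and the second 18.3%. On the first, the normal arrays lay between -55.2 and -51.9, the recruited arrays at 0.944, 23.1 and 10.5, and the tumor arrays between 39.9 and 44.6. The second set the recruited arrays, at -29.7 to -24.2, apart from both other groups, whose arrays lay between 7.65 and 23.3. Probe sets outside the ANOVA-selected set were not analysed here.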

Unsupervised hierarchical mRNA clustering likewise indicated that recruited olig2 cells clustered more closely to glioma olig2 cells (**Figure 7e**). 

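Clustering of the 9 arrays was repeated with Euclidean distance and with 1 minus Pearson's r of values centred on the mean of each probe set, each with average and with complete linkage. All of these trees first separated the normal arrays from the recruited and tumor arrays, and then separated recruited from tumor with no array outside its group. With Euclidean distance and average linkage, recruited and tumor arrays joined at a height of 58.8 and the normal arrays joined them at 87.6, a ratio of 0.671. The recruited arrays were complete as a group at 31.6. The ratio was 0.637 with 1 minus Pearson's r. The probe sets had been selected for differences among these 3 groups, which favors the separation of groups but not which of them join first.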

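Of a list of mature oligodendrocyte genes, 11 (Mog, Mobp, Mag, Mbp, Cnp, Aspa, Mal, Ermn, Opalin, Cldn11 and Trf) were examined, and all 11 had a probe set among those selected by the authors. For each gene the probe set with the lowest p-value over the 3 groups was used. All 11 were lower in tumor than in normal olig2 cells, with a median log2 difference of -5.23 (range -7.28 to -2.73), and all were called, also when adjusted over the list alone. All 11 were also called lower in recruited than in normal cells, with a median of -2.19 (range -3.23 to -1.21). Compared with tumor cells, 10 were called higher in recruited cells, at a median log2 difference of 3.44. The exception was the Opalin probe set listed as Tmem10, with a difference of 0.58 (limma adjusted p = 0.0875), at intensities near the lowest of the table, where a difference is compressed, while the other Opalin probe set differed by 2.82 and was called. The chosen probe set of Mbp fell by 2.74 from normal to recruited cells, while 5 others fell by at most 0.70 and were not called. In normal cells those 5 had means of 13.8 to 14.2, near the highest value of the table. Saturation may compress a fall there, but this was not tested. Mal, with a normal mean of 13.87, fell by 2.44 from normal to recruited cells and was called. The size of the fall of Mbp therefore stays open. Among 6 genes of oligodendrocyte progenitors only Pdgfra had selected probe sets. In the recruited group 9 of the 11 genes were highest in replicate 1.

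**Figure D1:**
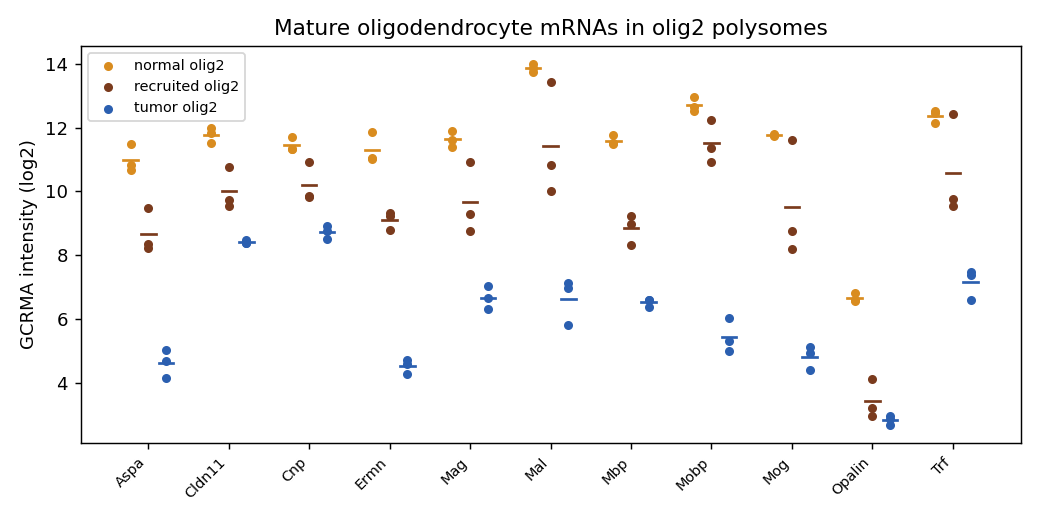
Log2 intensity of the mature oligodendrocyte genes on each of the 9 arrays, with 1 point per array and a bar at the group mean. Group means fall from normal to recruited to tumor for every gene, and single arrays overlap only between recruited and normal for Trf and between recruited and tumor for Opalin.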

The caveat is that olig2 expression in the adult normal brain of *bacTRAP olig2 RP-eGFP* mice labels both progenitors and mature oligodendrocytes, while recruited and tumor olig2 cells are almost entirely progenitors; therefore, some of the differences seen in the comparative analysis of normal, tumor and recruited olig2 cells may in part result from the shift in relative abundance of different progenitor and mature olig2 cell populations.

**Figure 7:**
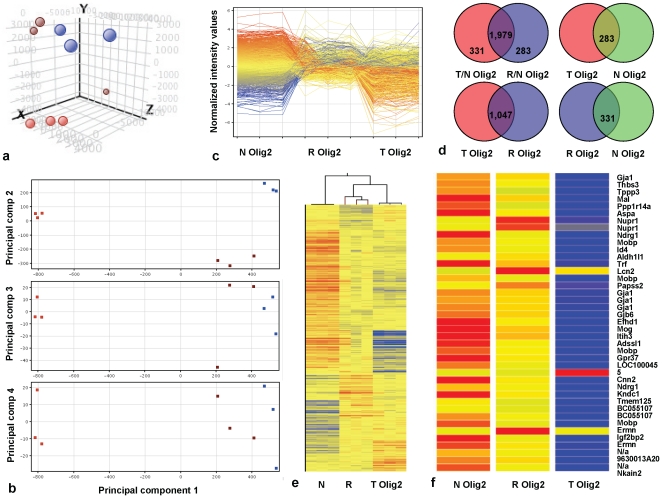
Gene expression of recruited olig2 cells resembles gene expression of olig2 glioma cells rather than adult olig2 progenitors. (**a,b**) Principal component analysis on filtered (**a**) and ANOVA-tested mRNAs (**b**) derived from normal olig2 progenitor cells (orange), glioma olig2 cells (blue) or recruited olig2 cells (brown). (**c**) Profile plot of non-averaged normalized intensity values of 2,593 ANOVA-tested mRNAs different between normal, glioma and recruited olig2 cell populations. Most mRNAs change in the same direction in recruited and tumor olig2 cells. (**d**) Venn diagrams showing differentially recruited polysomal mRNAs in glioma olig2 cells or recruited olig2 cells versus cortical olig2 progenitors (Diagram1), or polysomal mRNAs that are the same (Diagrams2,3,4) between indicated olig2 populations. T Olig2, tumor olig2 cells; R Olig2, recruited olig2 cells; N Olig2, normal adult cortical olig2-expressing progenitors. (**e**) Unsupervised hierarchical clustering on entities and conditions for N Olig2, T Olig2 or R Olig2 cells. Samples cluster within groups, and recruited olig2 cells cluster with tumor olig2 cells. (**f**) Heat map showing ANOVA-tested mRNAs over 10-fold enriched between recruited and glioma olig2 cell populations, as compared to normal olig2 cells.

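Over all 2593 probe sets, the log2 difference of recruited from normal cells and that of tumor from normal cells had a Pearson r of 0.810 and a Spearman rho of 0.843, across probe sets, which are not independent replicates. With each recruited array used alone r was 0.728, 0.855 and 0.784 for replicates 1, 2 and 3. Both differences use the same normal arrays, so some correlation arises without any change. In 20 simulations with unchanged groups against these normal arrays r was 0.501 on average (range 0.458 to 0.546), and 66.8% of probe sets had the same sign, compared with 88.1% observed. Of the probe sets called in both comparisons, 1873 (96.5%) changed in the same direction, 627 upward and 1246 downward, and 68 changed in opposite directions. In simulated unchanged probe sets that passed the same ANOVA threshold, 81.3% of the shared calls had the same direction (range 79.8 to 82.5). When tumor and recruited cells were set against different normal arrays, r stayed between 0.782 and 0.808. The paper's Figure 7 shows principal components, directions of change, overlaps and clustering. Its title states that expression in recruited olig2 cells resembles that of glioma olig2 cells rather than that of adult progenitors.

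**Figure D2:**
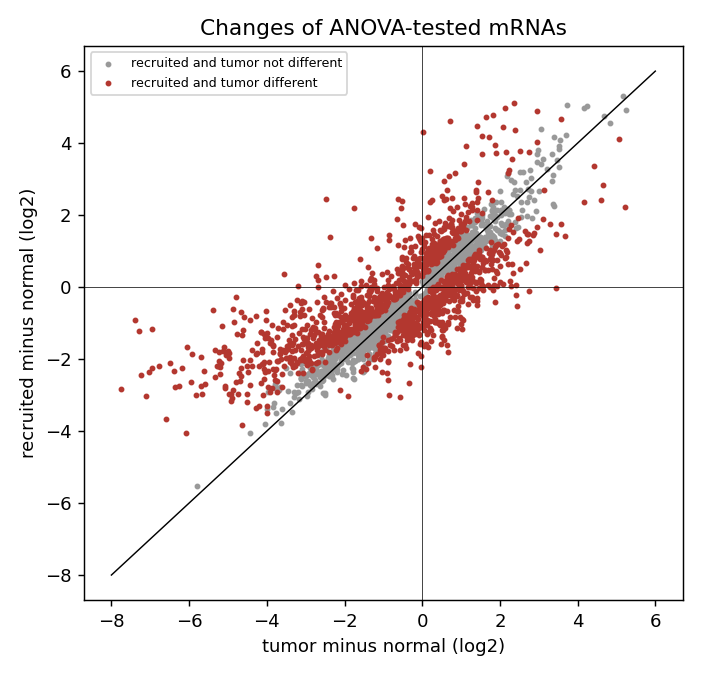
Log2 difference of recruited from normal cells (vertical axis) against that of tumor from normal cells (horizontal axis), with 1 point per probe set. Red points, 1454 in all, were called between recruited and tumor cells, gray points were not, and the diagonal marks equal changes. Points in the upper right and lower left quadrants, 88.1% of all, changed in the same direction.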

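By limma, 2267 probe sets differed between tumor and normal olig2 cells, 856 higher and 1411 lower in tumor, and 2246 differed between recruited and normal cells, 790 higher and 1456 lower. The 3 and 3 values did not overlap for 2345 probe sets (90.4%) and 2298 probe sets (88.6%). Chance gives 10% for unselected probe sets, but 79.4% and 79.6% for simulated unchanged probe sets that passed the same ANOVA threshold, so most of this share follows from the selection. The balance of directions depended on rescaling the arrays over the selected probe sets, whose medians can also differ through expression. Of the tumor calls, 37.8% were higher in tumor as deposited, 52.4% after median centring and 52.3% after quantile normalization. For recruited cells the shares were 35.2%, 46.2% and 44.2%. Both comparisons called 1941 probe sets, which is 85.6% of the tumor calls and 75.5% of the 2572 probe sets called in either. Unchanged probe sets drawn at random and passed through the same ANOVA threshold shared 69.0% of their tumor calls on average (range 67.0 to 71.4). The counts moved most when only probe sets with a deposited corrected p-value below 0.01 were kept, with 314, 302 and 289 called in tumor, in recruited and in both. In tumor cells the largest increases were those of 3110032G18Rik (log2 difference 5.24, SE 0.43, limma adjusted p = 1.14e-05), Tgtp, Tubb6, Irf8 and a second probe set of 3110032G18Rik, the last at 4.83. The largest decreases were those of Ermn (-7.77, SE 0.45, limma adjusted p = 2.53e-06), Mobp with 2 probe sets, Mal and Efhd1. In recruited cells the largest increases were those of Tubb6 (5.31, SE 0.33, limma adjusted p = 8.99e-06), Vim, Hhipl2, Serpina3n and Klf10. The largest decreases were those of Serpinb1a (-5.53, SE 0.23, limma adjusted p = 5.17e-06), 6330527O06Rik, Ndrg1, Kalrn and Myoc.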

Pair-wise comparisons indicated that out of 2,593 mRNAs differentially present on the polysomes, 2,310 mRNAs were differentially present in glioma vs. normal olig2 cells and 2,262 mRNAs in recruited vs. normal olig2 cells (one-way ANOVA, p<0.05, SNK post-hoc, FDR correction); of note, 86% (1,979 mRNAs) of these differentially represented mRNAs were the same (**Figure 7d**). Ingenuity analysis of this polysomal set revealed mRNAs implicated in genetic disorders, neurological disease and cancer, regulating cell death, morphology and the cell cycle (**data not shown**). 

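The 500 probe sets with the largest difference of mean log2 intensity between tumor and normal olig2 cells all differed by at least 2.32, and 92 were higher and 408 lower in tumor. In recruited cells 487 of them had changed from normal in the same direction, and 450 of these were also called by limma. Of the 487, 441 differed from normal by at least 2-fold and 184 by at least 5-fold, and in 434 the change was smaller than in tumor. The other 13 had changed in the opposite direction. Across the 500, the change in recruited cells was a median of 0.613 times the change in tumor cells. Ranked by p-value in place of size, 492 had the same direction, 418 were at least 2-fold and 114 at least 5-fold different. The paper's text does not name the ranking.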

Of 500 mRNAs most different between glioma and normal olig2 cells, 490 mRNAs were changed in the same direction but smaller magnitude in recruited olig2 cells, 440 of which were at least two-fold different, and 183 were five-fold different or more (**Figure S10d**). 

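The position of recruited cells between normal and tumor cells was measured for each of the 2267 probe sets called between tumor and normal, as the recruited difference from normal divided by the tumor difference, so that 0 is normal and 1 is tumor. The median position was 0.777 with quartiles of 0.466 and 1.08. It lay between 0 and 1 for 1414 probe sets (62.4%), above 1 for 670 and below 0 for 183, and 1646 (72.6%) lay nearer tumor than normal. Projected as a whole on the line from the normal mean to the tumor mean, the recruited arrays lay at 0.528, 0.756 and 0.622 for replicates 1, 2 and 3. Normal arrays lay between -0.01 and 0.04 and tumor arrays between 0.957 and 1.01, each array having been left out of its own group's mean. The differences among the recruited arrays were therefore larger than those within either other group.

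**Figure D3:**
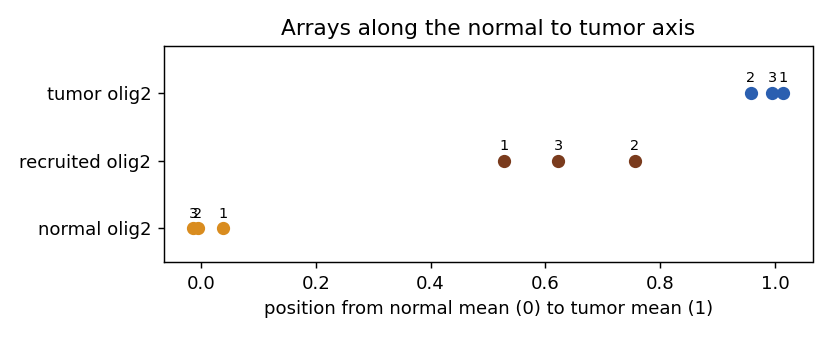
Position of each array on the line from the mean of the normal arrays (0) to the mean of the tumor arrays (1), 1 point per array. The recruited arrays lie at 0.528 to 0.756, nearer tumor than normal.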

From the above data, the expression profile of recruited cells closely resembled that of tumor cells, placing the two closely together in the continuum of change towards the “malignant state”, and further confirming that recruited olig2 expressing cells are tumor. 

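Of the selected probe sets, limma did not separate tumor from normal cells for 326, recruited from normal cells for 347 and recruited from tumor cells for 1139. By the Student-Newman-Keuls test these numbers were 282, 330 and 1047. A probe set that is not called may still differ by an amount too small for 3 arrays per group, so these counts are not tests of equality. Between recruited and tumor cells the values of the 2 groups did not overlap for 1640 probe sets (63.2%), where chance gives 10% without selection and the ANOVA threshold alone gave 78.2% to 81.0% in simulated unchanged probe sets. After median centring of each array, 528 probe sets were not separated between recruited and normal cells.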

While only ∼300 mRNAs were the same between normal and either glioma or recruited olig2 cells, the number of mRNAs that were the same between glioma and recruited olig2 cells was at least three-fold more, amounting to 1,047 (**Figure 7d**). Many of these mRNAs were classified into gene categories listed above by Ingenuity (**data not shown**).

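Between recruited and tumor olig2 cells, 1454 probe sets were called by limma, 871 higher and 583 lower in recruited cells. The share of higher calls was 59.9% as deposited, 43.4% after median centring and 40.6% after quantile normalization. By fold change of mean log2 intensities alone, 665 probe sets differed by over 2-fold, 453 higher and 212 lower in recruited cells, and 655 of these were also called. Over 5-fold, there were 124 higher and 8 lower, 132 in all, and each was called. The largest increases over tumor cells were those of Mobp (log2 difference 6.46, SE 0.58, limma adjusted p = 1.47e-04), of 2 further probe sets of Mobp, and of Ermn and Nupr1. The largest decreases were those of Cnn2, Tgtp (-3.00, SE 0.69, limma adjusted p = 0.00569), Kcna6, Clec1a and Kcna5 (-2.64). Pathway membership was not analysed here.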

Although tumor and recruited olig2 cells were predominantly similar, the number of differentially recruited mRNAs with over 2-fold change between tumor and recruited olig2 populations amounted to 665, and those with over 5-fold change amounted to 132. mRNAs specifically present on polysomes of olig2 recruited cells coded for proteins in Hedgehog, Wnt, Ras, Rho/Rac and PLC pathways. While PDGFRa and TGFβ mRNAs were lower in recruited olig2 cells than tumor cells, mRNAs coding for EGFR, TGFα, TNF, LIF and FGFR1/2 were higher in recruited cells; prominin1 (CD133) mRNA was 5.3 fold higher in the recruited than tumor olig2 cells. mRNA populations corresponding to genes defining oligodendrocytic character were reduced in olig2 recruited cells, while mRNAs associated with astroglial and endothelial characteristics were upregulated in the recruited population. In addition, 41 mRNAs were increased on recruited cell polysomes by 10-fold or more, as compared to the tumor olig2 cells and differentially from normal olig2 cells (**Figure 7f**). Many of these mRNAs were gradually reduced in transition from normal to recruited and to tumor states, correlating with loss of oligodendroglial character (Aspa, Mobp, Tfr, Mog), evasion of cell death (Mal, Ndrg1, Gjb6, Gpr37), maintenance of undifferentiated phenotype (Mal, Ndrg1, Efhd1, Kndc1, Ermn), cell-cell and cell-matrix interactions (Thbs3, Tppp3, Itih3), and cell signaling (Ppp1r14a, Gja1). 

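Prominin1 (Prom1, chromosome 5 in the deposited annotation) had a log2 intensity of 7.48 ± 0.73 (SD, n = 3) in recruited cells, 5.08 ± 0.62 (SD, n = 3) in tumor cells and 9.32 ± 0.26 (SD, n = 3) in normal cells. Recruited exceeded tumor cells by 2.40 on the log2 scale (SE 0.40, limma adjusted p = 0.00126), which is 5.30-fold, and both were below normal. From tumor to recruited cells, the 3 probe sets of Pdgfra differed by -0.70, -0.62 and -0.57 (limma adjusted p = 0.0317, 0.019 and 0.139). The first lost the call without recruited replicate 1, tumor replicate 2 or tumor replicate 3, and the second without recruited replicate 3 or tumor replicate 2. The last was called only after median centring or without recruited replicate 1. Of the TGFβ genes only Tgfb2 had selected probe sets, and its differences of 0.29 and 0.20 were not called (limma adjusted p = 0.232 and 0.42). The first was called, as higher in recruited cells by 0.49, without recruited replicate 1. Egfr was higher in recruited than tumor cells by 0.70 (limma adjusted p = 0.00203), at log2 intensities of only 3.28 to 3.98 in the group means. Lif was higher by 0.80 (limma adjusted p = 0.00499), but by 0.40 and without a call after quantile normalization. Tgfa fell by 0.96 from tumor to recruited cells (limma adjusted p = 0.00159). Of the Fgfr2 probe sets one differed by 1.97 (limma adjusted p = 0.00518) and the other by 0.39, which was called only without recruited replicate 2 or tumor replicate 2. Fgfr1 and Tnf have no probe set in the analysed table. Of 10 astrocyte genes (Gfap, Aqp4, Aldh1l1, Slc1a3, Slc1a2, Gja1, Gjb6, Aldoc, S100b and Fgfr3) 4 were in the table (Gfap, Aldh1l1, Gja1 and Gjb6). All 4 were called higher in recruited than in tumor cells, with a median log2 difference of 3.73, also when adjusted over the list alone. Against normal cells only Gfap was called higher, and the median of the 4 was -0.27. Of 10 endothelial genes (Pecam1, Cldn5, Flt1, Kdr, Tek, Vwf, Cdh5, Esam, Ly6c1 and Slco1a4) 0 were in the table.

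**Figure D4:**
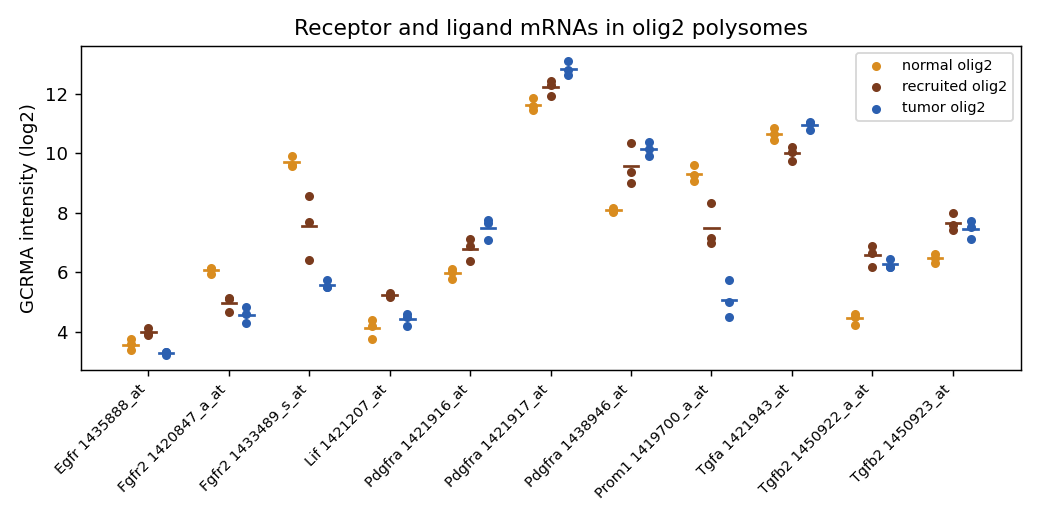
Log2 intensity of the receptor and ligand probe sets on each of the 9 arrays, with 1 point per array and a bar at the group mean. All 3 recruited arrays lie above the tumor arrays for Prom1, Egfr and Lif and below them for Tgfa, while the recruited and tumor arrays overlap for Tgfb2.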

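At least 10-fold higher in recruited than in tumor cells were 40 probe sets with 28 gene symbols, from a log2 difference of 3.33 upward. All 40 were called by limma, which a difference of this size makes nearly certain. Only Cnn2 differed as much in the other direction. Against normal cells 21 of the 40 were called lower in recruited cells, 5 were called higher, and 14 were not called. In 32 of the 40, recruited replicate 1 had the highest value of the recruited arrays. Without that array 23 probe sets reached 10-fold, and without recruited replicate 2, 61 did.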

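For all of the named genes with probe sets in the table, the mean log2 intensity fell from normal to recruited cells and again to tumor cells. Aspa, for example, had 10.99 ± 0.44, 8.67 ± 0.69 and 4.61 ± 0.44 (SD, n = 3 in each group), a step of -2.32 from normal to recruited (limma adjusted p = 4.29e-04) and a difference of 4.06 between recruited and tumor (limma adjusted p = 1.48e-04). The step from normal to recruited cells was -2.44 for Mal, -3.03 for Efhd1, -2.78 for Gpr37, -1.75 for Tppp3 and -2.37 for Ppp1r14a, and all were called. It was -2.25 for Mog and -1.85 for Itih3, which were called but lost the call without recruited replicate 2 or recruited replicate 3, and Itih3 also without normal replicate 2. It was not called for Thbs3 (-1.19), Gjb6 (-1.07), Kndc1 (-0.64) or any of the probe sets of Gja1 (-0.91 at most). For each of these genes it was called without recruited replicate 1. It was called at all 5 probe sets of Ndrg1 and at 4 of 5 probe sets of Mobp. Trf, the symbol shown in Figure 7f, fell by 1.79 from normal to recruited cells (limma adjusted p = 0.0296), a call that was lost after median centring and when any normal array, recruited replicate 2 or recruited replicate 3 was left out.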

Cnn2 mRNA was specifically reduced on the polysomes of recruited cells as compared to both normal and tumor olig2 cells, while Nupr1, Aldh1l1, Lcn2, Papss2, and Igf2bp2 mRNAs were specifically increased in this population (**Figure 7f**).

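Cnn2 (chromosome 10 in the deposited annotation) had log2 intensities of 8.35 ± 0.17 in normal, 8.32 ± 0.37 in recruited and 11.80 ± 0.54 in tumor cells (SD, n = 3 in each group). Recruited cells differed from tumor cells by -3.48 (SE 0.28, limma adjusted p = 1.26e-04) and from normal cells by -0.03 (limma adjusted p = 0.914). The stronger of the Nupr1 probe sets was higher in recruited cells than in normal cells by 2.45 and than in tumor cells by 4.92 (limma adjusted p = 8.08e-04 and 1.48e-04). Lcn2 exceeded normal cells by 4.62 and tumor cells by 3.89, with an SD of 1.46 among the recruited arrays. Papss2 exceeded them by 1.40 and 3.77, and the probe sets of Igf2bp2 by 4.30 and 4.27, and by 1.31 and 1.37. All of these were called. Aldh1l1 was higher than in tumor cells by 3.93 (limma adjusted p = 1.26e-04), but its difference of 0.37 from normal cells was not called (limma adjusted p = 0.307). It was called against normal at 0.76 after median centring, at 0.79 after quantile normalization and at 0.71 without recruited replicate 2.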

## Discussion

RCAS/tv-a system allows to closely model the biology and histopathology of human oligodendrogliomas; although we have not performed direct comparisons between our mouse model and human glioma classifications, in many ways, hPDGFb-driven murine gliomas may mimic the proneural subclass of human GBMs [6]–[8]. Our data suggests that olig2-expressing cells recruited in PDGF-induced murine gliomas can have similar morphologic, proliferative and functional characteristics as olig2-expressing tumor cells derived from the cell-of-origin, with the caveat that a part of the similarity between the recruited and tumor olig2 cells may stem from their proliferative behavior. Extensive similarities between polysome-associated transcriptome of recruited versus glioma olig2 cells call for further evaluation of the precise definitions and criteria applied to terms “tumor” and “normal”, and indicate similar gene expression character of these cells. Furthermore, tumor suppressor loss and acquisition of mutations typically found in human gliomas allow these murine recruited cells to occupy large areas of the tumor and at times become the predominant cellular component of the glioma mass, completely independent of the cell-of-origin. Thus, the clonal expansion that overtakes glioma bulk during tumor progression need not be derived from glioma cell-of-origin.

Transformation is the process of self-autonomous acquisition of the sufficient oncogenic alterations that change a normal cell into the tumor cell. Unlike epithelial cancers, the “normal” or stromal component of a glioma is composed of cells of the same lineage as the tumor cells. The inherent implication of this observation is that extracellular factors that promote glioma tumor cell growth may similarly affect glioma stroma. In our glioma model, initially normal recruited cells not derived from the glioma-initiating cell-of-origin can be stimulated by hyperproduction of a growth factor receptor ligand, induced to proliferate, and driven to acquire various genetic aberrations and aberrant expression profiles as gliomas progress, presumably because of the tumor microenvironment created by the progeny of the cell-of-origin. The process of acquisition and selection for such genetic and/or epigenetic alterations due to the pressures of the glioma microenvironment may be better termed “corruption”. Although it is not known how frequently recruitment and subsequent corruption occurs in human PDGF-driven gliomas, gliomas in general or in other tumor types, our data indicates that this process may not be limited to hPDGFb-induced murine gliomas. As such, human gliomas that appear to be comprised of two or more genetically unrelated clones, or recurrent patient gliomas that lack the genetic alterations present in the originally resected tumors subjected to therapeutic stress, may be examples of these processes. Although similar processes have not been described *in vivo*, an *in vitro* line of evidence from the colon cancer cell lines suggested that one of the mechanisms of how cancer cells bypass senescence may be related to their potential for continuous “clonal diversification”, even within the what is perceived a clonal population of cancer cells, not affected by native stromal environment [45].

The process of corruption would thus occur if the tumor microenvironment initially drive proliferation and induce the stem-like character in both progeny of the cell-of-origin and the recruited cells. In hPDGFb-driven gliomas there is evidence for both - tumor cells secrete proliferative growth factors, inflammatory cells secrete cytokines, and endothelial and inflammatory cells secrete nitric oxide that activates the Notch signaling pathway, promoting the stem-like character [46]. Such environment affects cells within the tumor regardless of whether they are derived from the glioma-initiating cell-of-origin or not. This notion is further supported by the analysis of expression array data using the *bacTRAP olig2 RP-eGFP* reporter system and immunostaining, which suggest that recruited olig2 cells can acquire expression of GFAP and vimentin and increase the expression of nestin as compared to the tumor olig2 cells, triple co-expression of which is considered to be typical for the *bona fide* neural stem cells.

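On the arrays nestin (Nes, chromosome 3 in the deposited annotation) had log2 intensities of 6.91 ± 0.22 in normal, 7.96 ± 0.08 in recruited and 7.10 ± 0.12 in tumor cells (SD, n = 3 in each group). Recruited cells exceeded tumor cells by 0.86 (limma adjusted p = 0.0012) and normal cells by 1.05 (limma adjusted p = 1.96e-04). Gfap exceeded tumor cells by 2.53, 2.92 and 3.07 at its 3 probe sets, and normal cells by 1.88, 2.39 and 2.45. Vim exceeded tumor cells by 1.99, 2.84 and 2.75, and normal cells by 4.37, 4.97 and 5.12. Each of these differences was called by limma and the 3 recruited values lay above all 3 tumor and all 3 normal values. Adjusted over these 3 genes alone, all 3 were also called. In tumor cells Vim was already above normal, by 2.38 at its brightest probe set, while Nes differed from normal by 0.19 and was called only after median centring or quantile normalization. These values are averages over the RNA pulled down from each sample and do not show whether single cells express all 3 genes. RNA of astrocytes in the recruited samples cannot be told apart from expression by the olig2 cells here.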

## Methods

### Ethics Statement

All animal experiments were conducted using protocols approved by the Institutional Animal Care and Use Committees of Memorial Sloan-Kettering Cancer Center. The approved protocols are: 00-11-189(MSKCC, last approved 3/15/2010).

#### Vectors, cell culture and Ntv-a tumor induction

RCAS-hPDGFb-HA-SV40-eGFP (RCAS-PSG) containing human PDGFb with partially deleted 5′UTR, RCAS-hPDGFb-HA, RCAS-Cre and RCAS-mRFP-SV40-Ras (RCAS-RSR) vectors were transfected into DF-1 chicken cells (ATCC) [14], [37]. DF1 cells transfected with RCAS-PSG were FACS-sorted to select 15% brightest eGFP-expressing cells and cultured in 10% FBS-DMEM media under standard conditions. For tumor induction, transfected DF1 cells were trypsinized, centrifuged and injected into the brain parenchyma of Ntv-a mice that transgenically express RCAS-binding tv-a receptor after the nestin promoter, at post-natal days 0–2. At 3 weeks post-injection, injected Ntv-a mice were weaned and observed daily for the appearance of brain tumor symptoms.

#### Tissue collection and processing

Experiments involving mice were performed in accordance with the regulations set by the MSKCC IACUC committee. Upon the appearance of brain tumor symptoms (e.g. poor grooming, lethargy, macrocephaly, hydrocephaly, hemiparesis, weight loss), mice were anesthetized by an intraperitoneal injection of 1 mg/kg Nembutal solution or ketamine (150 mg/kg)/xylazine (15 mg/kg) cocktail and underwent trans-cardiac perfusion with 10 ml ice-cold heparin normal saline, followed by 10 ml of ice-cold 4% paraformaldehyde. Brain tissue was extracted and post-fixed for 30 minutes in ice-cold 4% paraformaldehyde, transferred into 30% sucrose at 4°C for cryoprotection, embedded using the OCT compound, frozen on dry ice and stored at −80°C until sectioned. A small subset of animals were sacrificed using CO_2_, their brain tissue extracted and fixed for 3 days in 4% paraformaldehyde at 4°C, and subsequently processed using standard paraffin embedding and processing techniques.

#### bacTRAP technology

Normal olig2 progenitors were collected from three replicates of pooled cortices of three *olig2 RP-eGFP bacTRAP* reporter mice. Mouse gliomas induced by injection of a non-fluorescent RCAS-hPDGFb [14] or by transplantation of murine glioma cells derived from Ntv-a gliomas induced by the non-fluorescent RCAS-hPDGFb were collected from *Ntv-a olig2 RP-eGFP bacTRAP* reporter mice and immunoprecipitated; each tumor was processed as a separate sample. Briefly, mouse tissues were collected into ice-cold cyclohexamide-containing buffer, homogenized, cells were lysed in NP-40 and DHPC-containing buffer, centrifuged at 20,000 g for 15 min, supernatant incubated with anti-eGFP-conjugated protein G beads 30 min at 4C, washed and RNA collected using Trizol reagent as per manufacturer's instructions [31], [32]. RNA was purified, concentrated using Qiagen RNeasy kit, its quality confirmed by Agilent Bioanalyzer, 15 ng per sample amplified using Affymetrix Two-Cycle Amplification kit and hybridized to Affymetrix 430 mouse 2.0 chips as described in [31], [32].

#### Microarray analysis

Data was analyzed using Genespring GX10 software, as described in the text and in [31], [32]. 

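The deposited values allowed some of the steps to be checked, but not GCRMA or the intensity filter. The normalized values equal the log2 intensity minus the median of the probe set over all arrays, with a largest deviation of 1.95e-06. The one-way ANOVA p-values were recomputed from the log2 intensities and differed from the deposited ones by at most 0.00196 on the log10 scale. Dividing the corrected by the uncorrected p-values showed that 35925 probe sets had entered the correction. The largest uncorrected p-value in the table was 0.0036, and its corrected value was 0.0499. A Student-Newman-Keuls comparison of the 3 group means at 0.05, run on each of the selected probe sets, separated tumor from normal for 2311 probe sets, recruited from normal for 2263 and recruited from tumor for 1546. Calls by both this test and limma numbered 2255, 2215 and 1433.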

Briefly, samples were normalized using GCRMA, filtered to remove probe sets with low intensity, and analyzed using ANOVA (p<0.05) with SNK post-hoc and Benjamini and Hochberg FDR multiple testing correction. Probe quality, Pearson's correlation, hierarchical clustering, heatmaps, gene profile plots were generated using Genespring GX10 software. Pathway analysis was performed using Ingenuity as per manufacturer's instructions. The mRNA microarray data generated by this study are available through the NCBI Gene Expression Omnibus (GEO) (accession number GSE30016, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30016).

#### Cell Sorting and transplantation of murine glioma cells

Glioma-bearing brains were extracted from anesthetized mice, gliomas excised from surrounding brain parenchyma, dissociated using a mix of collagenases as previously described, and sorted using MoFlo FACS sorting. Various numbers of cells (1,000–500,000) resuspended in sterile 1X PBS were injected into brain parenchyma of neonatal immunonaive mice of various genetic backgrounds, or stereotactically transplanted into anesthetized adult SCID mice.

#### PCR on tumor sections

Mouse glioma sections were scraped from slides and lyzed with 0.05% SDS buffer. Genomic DNA was extracted using phenol-chloroform according to standard techniques, and precipitated at −20°C overnight. Prior to PCR for hPDGFb, DNA was heated at 56°C for 2 hours or for 5 min at 100°C, concentration measured, and equal amounts of DNA added to PCR reactions. PCR reactions for human PDGFB, *Pten*, and the *Ink4a/Arf* locus were performed using previously published primers. Control GAPDH reactions were performed in the same PCR mix. Data was obtained using GelDoc Software.

#### qPCR on tumor sections

DNA was extracted using 0.05% SDS buffer as above; Roche primers were used to detect amplifications of mouse *EGFR* (Set#6, AGAACCAGTCCAGATCGG and AAGGATGTGTAAGGGACC; Set#27, ACACTTGCCCAGAAAAATG and AGGTGGGATTGTACAGAG) or mouse *IGFR* (Set#67, CTCACAGGTGGACAGTGC and ATGCCCCAGGGCCTGTAA; Set#104, GAGAATTTCCTTCACAATT and CACTTGCATGACGTCTCTC). *Pten* qPCR was performed using previously published primers [37].

#### RT-PCR on FACS-sorted cells

Total RNA from sorted cells was extracted using the Qiagen RNeasy kit and resuspended in 30-50 ul of DEPC-treated water. About 5 ug of total RNA was reverse-transcribed using the SuperScriptIII Reverse strand synthesis kit from Invitrogen. Quantitative RT-PCR was performed using primers for human PDGFb and mouse actin as a control.

#### Immunohistochemistry

Cryogenically processed murine glioma tissue was sectioned at 7 microns, washed with PBS, blocked with 10% serum in PBS using 0–0.3% TX-100 for polyclonal rabbit/goat or MOM kit for monoclonal mouse and rat antibodies, and incubated with primary antibodies for 1 hour at room temperature or overnight at 4C. The primary antibodies included PDGFRα and PTEN from Cell Signaling; olig2, Ki67, hNA and EGFR from Abcam; NeuN from Chemicon; HA from Santa Cruz; and eGFP from Molecular Probes. Secondary fluorochrome-conjugated antibodies (Alexa555, Alexa488, and Alexa647) were applied for 1 hr at room temperature, slides washed several times, counterstained with DAPI (1∶3000 of a 1 mg/ml 1X PBS solution), mounted in 70% glycerol, coverslipped and photographed with inverted fluorescent or confocal Leica microscopes.

#### Cell Sorting and transplantation of murine glioma cells

Glioma-bearing brains were extracted from anesthetized mice, gliomas excised from surrounding brain parenchyma, dissociated using a mix of collagenases as previously described, and sorted using DAKO-Cytomation MoFlo FACS sorters for eGFP expression. Samples were gated to exclude debree, dead cells and doublets. Various numbers of cells (1,000–500,000) resuspended in sterile 1X PBS were injected into the brain parenchyma of neonatal immunonaive mice of various Ntv-a genetic backgrounds, or stereotactically transplanted into anesthetized adult SCID mice, using Hamilton syringe. CD133 (eBioscience) staining of acutely dissociated murine glioma cells was done as per manufacturer's instructions; CD133 antibody was used at a 10-fold lower concentration based on titration. Single- or double-sorted CD133-positive cells were transplanted as described above. Cell-mixing experiments were performed using double-sorted eGFP-positive progeny and double-sorted CD133-positive recruited cells, which were mixed just prior to transplantation, and injected using Hamilton syringe.

#### Fluorescent in-situ hybridization

RCAS DNA was fragmented using nick translation kit, labeled with biotin, and digested to 500 bp-2 kb probe size. Resulting probes were denatured at 80°C and applied to tumor sections blocked with salmon sperm DNA for an overnight incubation at 37°C. Slides were washed with 2X SSC-50% formamide solution at 45°C, signal amplified according to standard techniques using TSA kit, and revealed with Alexa488 and Alexa555. Slides were counterstained with DAPI (1∶3000 of 1 mg/ml PBS solution), mounted, coverslipped and photographed using inverted fluorescent or confocal Leica microscopes.

#### Statistical analysis

Kaplan-Meyer curves for mouse glioma latency were made using Prism4 software and analyzed with standard log rank test, or using R. The p value was determined to be less than 0.001 for survival curves of *Ntv-a* wild-type vs. *Ntv-a Arf^-/-^* mice injected with RCAS-PSG vs. *Ntv-a Ink4a/Arf^-/-^ Pten^fl/fl^* mice injected with RCAS-PSG and RCAS-Cre. Survival curves for *Ntv-a* wild-type vs. *Ntv-a Ink4a^-/-^*, or for *Ntv-a Ink4a/Arf^-/-^* vs. *Ntv-a Arf^-/-^*, were not statistically different from each other. Statistical analysis of other data, including percentages of eGFP-positive cells in different murine Ntv-a backgrounds and percentages of Ki67-positive cells in PTK787-treated murine gliomas, was performed using unpaired two-tailed t-tests and F-tests in Prism4.

## Supporting Information

Figure S1 **Background information for RCAS-PSG-induced** ***Ntv-a*** **gliomas.** (**a–d**) H&E-stained paraffin sections of low-grade Ntv-a gliomas containing secondary structures of Scherer characteristic of human gliomas: subpial accumulations of tumor cells (**a**), white matter tracking (**b**), perivascular (**c**) and perineuronal satellitosis (**d**). Red arrowheads indicate glioma cells. (**e,f**) Expression of eGFP in high-grade *Ntv-a Arf^-/-^* murine gliomas is detectable by FACS (**e**), and correlates with RCAS-hPDGFb infection. eGFP+ and eGFP- glioma cells were sorted and used for real-time PCR. (*Ntv-a Arf^-/-^* high-grade gliomas were used in lieu of wild-type because wild-type Ntv-a gliomas contained very few recruited cells.) (**f**) shows normal murine *Ntv-a* brain, total mixed tumor cell population, and sorted progeny or recruited cell fractions for *Ntv-a* gliomas shown in (**e**).
(TIF) Click here for additional data file.

Figure S2 **Expression of eGFP in progeny cells of low- and high-grade** ***Ntv-a*** **gliomas correlates with hPDGFb expression.** Images (**a–d**) show native eGFP, anti-HA staining for the hemagglutinin tag on viral hPDGFb and corresponding composites in low-grade (**a**,**b**) and high-grade (**c,d**) Ntv-a gliomas. Overall expression of eGFP and hPDGFb correlates on a cell-to-cell basis, but relative amounts of expression of eGFP and hPDGFb proteins may differ. (**e**,**f**) High-magnification composites showing correlation of hPDGFb and eGFP expression in pseudopalisade regions of high-grade Ntv-a gliomas. Asterisks in (**e**,**f**) indicate pseudopalisade lumens.
(TIF) Click here for additional data file.

Figure S3 **Validation of the** ***bacTRAP olig2 RP-eGFP*** **system in** ***Ntv-a*** **gliomas.** (**a**) olig2 (red) and nestin (green) immunostaining of *Ntv-a* wild-type mouse RCAS-hPDGFb-induced gliomas, showing expression of olig2 in most tumor cells. (**b**) Experimental design to label and isolate olig2 tumor cells and olig2 recruited cells. (**c,d**) DAPI-stained frozen sections of murine gliomas induced in *bacTRAP olig2 RP-eGFP* reporter mice, with olig2 and eGFP stains shown in red. *bacTRAP olig2 RP-eGFP* mice accurately recapitulate expression of olig2 and eGFP.
(TIF) Click here for additional data file.

Figure S4 **Tumor suppressor loss in hPDGFb-induced Ntv-a gliomas results in shorter glioma latency, increased grade and larger numbers of recruited cells.** (**a**) H&E-stained section of an *Ntv-a* glioma containing pseudopalisading necrosis and microvascular proliferation, red arrowheads. (**b**) Tumor incidence and presence of low- and high-grade glioma structures in gliomas of various *Ntv-a* mouse backgrounds, induced with RCAS-PSG with or without RCAS-Cre. X-axes color-coding corresponds to color-coding of *Ntv-a* mouse strains in the Kaplan-Meyer analysis in Figure 2. (**c**) Correlations between PTEN immunostaining (IHC) and *Pten* LOH (PCR for *Pten* alleles on tumor cell DNA extracted from mouse glioma sections) during glioma progression in *Ntv-a* gliomas heterozygous targeted for *Ink4a*, *Arf* and *Pten* tumor suppressor loss at glioma initiation. DNA concentrations were measured, and equal amounts of DNA were loaded per tumor sample. Normal, uninjected murine *Ntv-a* brain; PDGF and PDGF/Cre, murine gliomas induced in *Ntv-a* mice homozygous targeted for *Ink4a*, *Arf* and *Pten* loss at glioma initiation. All other samples are derived from *Ntv-a Ink4a/Arf^+/-^Pten^+/fl^* mice injected with RCAS-PSG and RCAS-Cre. Note lack of *Pten* expression in some murine gliomas that retain *Pten* at the genetic level. (**d**,**e**) PTEN expression is absent in Ntv-a GBMs heterozygous targeted for *Ink4a*, *Arf* and *Pten* tumor suppressor loss at glioma initiation.
(TIF) Click here for additional data file.

Figure S5 **The recruitment phenomenon is not limited to murine gliomas characterized by paracrine hPDGFb signaling: K-Ras-driven** ***Ntv-a*** **gliomas with tumor suppressor loss contain recruited cells.** **Quantification of recruited cells and comparison of glioma latency in GBMs with large regions of recruitment or progeny cell contribution.** (**a**) Construction of RCAS-mRFP-SV40-KRasG12D vector. (**b,c**) mRFP expression DF1 cells transfected with RCAS-mRFP-SV40-KRasG12D. (**d,e**) Expression of mRFP in frozen sections of an *Ntv-a* GBMs induced by injection of RCAS-mRFP-SV40-KRasG12D and RCAS-Cre, mRFP immunostaining. Note the presence of cells not expressing mRFP. (**f**) Immunostaining for *RP-eGFP* expression (red) in recruited olig2 cells in transplanted gliomas arising in *bacTRAP olig2 RP-eGFP* mice induced by transplantation of Ras-driven Pten-deleted murine glioma cells. (**g**) PDGFRα stain (red) of an Ntv-a glioma induced by RCAS-K-RasG12D and RCAS-Cre. Note absence of PDGFRα expression in tumor cells. (**h**) *RP-eGFP* is expressed in olig2 tumor cells contributing to pseudopalisades of transplanted gliomas induced by the hPDGFb-expressing murine glioma cells and arising in *bacTRAP olig2 RP-eGFP* mice. (**i**) Tumor latency for *Ntv-a* gliomas containing large regions of progeny or recruited cells induced in *Ntv-a* mice heterozygous targeted for loss of Ink4a, Arf and Pten by RCAS-PSG and RCAS-Cre. While there is a small but statistically significant difference with respect to latency medians (two-tailed unpaired Student's t-test, p<0.006), latency variances largely overlap (F test). (**j**) FACS plots of 4 *Ntv-a* gliomas heterozygous targeted for tumor suppressor loss of *Ink4a*, *Arf* and *Pten* at glioma initiation, containing large numbers of recruited cell pseudopalisades. Percentages of recruited cells vary from 0.91% to 36.8%. (**k**) Graph shows variability of contribution from the eGFP-expressing progeny and the eGFP-negative recruited cells across various *Ntv-a* mouse strains, including *Ntv-a* gliomas containing large regions of recruitment.
(TIF) Click here for additional data file.

Figure S6 **hPDGFb-induced** ***Ntv-a*** **gliomas show regional expression of growth factor receptors important in human glioma biology, expression of which in recruited cells may be associated with low level amplifications in some cases.** (**a–d**) *Ntv-a* gliomas induced in *Ntv-a Ink4a/Arf^+/-^Pten^+/fl^* mice injected with RCAS-PSG and RCAS-Cre stained with IGFR (red), EGFR (pink) (**a,d**) or PDGFRα (red) (**b,c**). Glioma regions predominantly derived from progeny cells (**a,b**) express PDGFRα; expression of EGFR and IGFR is limited to perivascular areas. (**c,d**) Adjacent sections stained with PDGFRα and EGFR (red) show regional expression of growth factor receptors; eGFP omitted for easier view. (**e**) FISH for IGFR (green) and EGFR (red) on Ntv-a GBMs with large areas of recruitment and high EGFR expression. Panels show a neuron, EGFR-expressing non-amplified GBM with extensive recruitment, and EGFR-expressing GBM with EGFR amplification in the recruited cells. (**f**) Summary of mEGFR FISH performed on EGFR-expressing GBMs with large areas of recruitment. Gliomas containing more than 15% of cells with ≥3 mEGFR signals are marked with an asterisk (amplified). (**g,h**) real-time qPCR on DNA extracted from sections of mouse Ntv-a GBMs containing large areas of recruitment (blue squares) highly expressing EGFR. Primers for mEGFR kinase domain (**g**) or intron region of mEGFR (**h**) were designed by Roche; graphs show fold increase over normal EGFR copy number (∅); gliomas with large areas composed of progeny cells (green squares) were used to establish range of variability of primer noise. Gliomas marked with asterisks were considered amplified, and gliomas marked with arrows appeared amplified by both primer pairs, potentially representing tumors with larger chromosomal amplifications.
(TIF) Click here for additional data file.

Figure S7 **Recruited cells can initiate gliomas upon transplantation and can be serially passaged in mouse hosts.** (**a–d**) H&E-stained sections depicting histology of mouse gliomas induced by transplanting recruited cells. (**e–g**) Purification of recruited cells from *Ntv-a Ink4a/Arf^+/-^Pten^+/fl^* mice injected with RCAS-PSG and RCAS-Cre; (**h**) DAPI-stained frozen section of a glioma induced by recruited cells; note absence of cells with virally encoded eGFP. (**i–l**) Gliomas induced by the recruited cells could be serially passaged in mice. (**i–k**), FACS plots of gliomas induced by serial transplantation of recruited cells into mouse hosts at passaging; recruited glioma cells were single purified between passages. (**l**) DAPI-stained section of a transplanted glioma induced by recruited cells, showing absence of progeny cells with virally encoded eGFP.
(TIF) Click here for additional data file.

Figure S8 **Immunohistochemical analysis of murine gliomas induced by transplanting recruited cells.** Images (**a–l**) show native eGFP and immunostaining for Ki-67 (**a**,**b**), olig2 (**c**,**d**), GFAP (**e**,**f**), nestin (**g**,**h**), VEGFR (**i**), YKL40 (**j**) and CD44 (**k**,**l**).
(TIF) Click here for additional data file.

Figure S9 **Single-sorted CD133-positive cells are contaminated by low numbers of progeny cells and give rise to gliomas containing small numbers of progeny.** FACS plot of an Ntv-a GBM induced by RCAS-PSG and RCAS-Cre, stained with CD133. Single-purified (**b,c**) CD133-positive cells are recruited, but sorted fractions contain low numbers of progeny cells. Double-purified CD133 cells are recruited (**d**). (**b**) PCR and qPCR (**c,d**) analysis of sorted CD133-positive recruited cells and eGFP-positive progeny, showing absence of viral integration. (**e–j**) H&E and DAPI-stained sections of transplanted gliomas induced by single-sorted eGFP-positive (**e,h**) or CD133-positive (**f,g,i,j**) cells. Note the presence of contaminating progeny in transplanted gliomas induced by single-sorted CD133-positive cell fractions.
(TIF) Click here for additional data file.

Figure S10 **Microarray analysis of normal olig2, recruited olig2 and glioma olig2 cells indicates that recruited cells are similar to glioma cells and differ from normal progenitors.** (**a**) Glioma induced by transplantation of non-fluorescent hPDGFb-driven mouse glioma cells into wild-type *olig2 RP-eGFP* bacTRAP reporters, showing transgenic *RP-eGFP* expression and anti-eGFP stain (red). Note large numbers of RP-eGFP-positive recruited cells. (**b,c**) Quality Controls Metrics plot and Pearson's correlation plot for Affymetrix arrays for normal (N), tumor (T) or recruited (R) olig2 cells. (**d**) Genespring GX10-generated profile plots showing averaged normalized intensity values for 500 mRNAs most different between glioma and normal olig2 cells (first plot), changing at least two-fold (second plot) or at least five-fold (third plot) between recruited olig2 cells and normal olig2 progenitor cells. (**e**) Principal component analysis on mRNAs with ANOVA-tested mRNA set removed. Note that all samples do not cluster well when the ANOVA-tested set of mRNAs specifically changed in tumor olig2 cells versus normal olig2 cells is removed.
(TIF) Click here for additional data file.

Table S1 **The dilution table for transplanted double-sorted recruited eGFP-negative cells.** Incidence of gliomas induced by transplanting double-purified eGFP-negative recruited cell fractions derived from *Ntv-a* RCAS-PSG-induced mouse gliomas homozygous or heterozygous deleted for *Ink4a*, *Arf* and *Pten* at tumor initiation. Shown in the Table are numbers of large tumors and smaller proliferative lesions arising in recipient mice.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

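Polysomal RNA of olig2-expressing cells was measured on 9 arrays, 3 each of normal adult cortex, of gliomas induced with hPDGFb and of recruited cells in gliomas grown from transplanted cells. Each normal sample was a pool of 3 cortices and each tumor a separate sample, and 15 ng of RNA per sample was amplified. Columns of the deposited table were assigned to samples by the group and replicate number in their names.

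The authors processed the arrays with GCRMA in Genespring GX10 and deposited, for each probe set, 1 linear intensity per array. They also deposited log2 values, which are the log2 of that intensity minus the median of the probe set over the 9 arrays, and the p-value of their ANOVA over the 3 groups with its Benjamini-Hochberg correction. The authors had removed probe sets outside the 20 to 100 percentile range of intensity. The table analysed here holds the 2593 probe sets whose corrected p-value was at most 0.0499, of the 35925 that entered the correction. Values of other probe sets were not used here. Log2 intensities ranged from 2.41 to 14.3, and for arrays the number of samples limits the precision, with no count behind a value.

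From the deposited intensities, log2 values were computed and fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 3 group means, all 9 arrays, 2.83 prior degrees of freedom). The 3 comparisons were tumor versus normal, recruited versus normal and recruited versus tumor, each with a Benjamini-Hochberg correction over the 2593 probe sets and a threshold of 0.05. Because the probe sets had been selected on the same arrays, this correction is optimistic, and a count of calls does not extend to the arrays as a whole. The fit was tested on simulated data of 2593 probe sets with 200 changed by 1.5 on the log2 scale. It recovered 98.0% of them for tumor versus normal, 94.5% for recruited versus normal and 95.0% for recruited versus tumor, and 5.31%, 9.13% and 3.55% of the calls were unchanged probe sets. A Student-Newman-Keuls test on each probe set was the alternative nearest to the paper's methods, and on the same simulated data it recovered 98.5%, 95.0% and 96.5%. The simulated groups had the same spread at each probe set. The real groups did not, with mean distances within groups of 16.2 in normal, 28.6 in recruited and 21.1 in tumor arrays. These rates therefore do not test the shared spread of the fit.

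The overlap and correlation of the comparisons with normal were set beside 20 simulations of unchanged groups against the same normal arrays, and 20 of unchanged probe sets selected by the same ANOVA threshold. In another 20, recruited arrays were simulated as mixtures of the mean normal and tumor intensities, with a tumor share fitted for each array. Distances, principal components and clustering used the log2 intensities of all 2593 probe sets, centred on the mean of each probe set for distances by correlation unless stated otherwise. Fold changes are differences of mean log2 intensities. Gene symbols are those of the deposited annotation, which gave no symbol for 108 probe sets. Of 2485 probe sets with a gene ID, 2424 matched the mouse gene table of assembly GRCm38.p6, which was used only to recognize older symbols, such as D11Bwg0517e for Rbfox3 and Tmem10 for Opalin.

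The rule for naming genes in the text covers those the paper names for its arrays, the members of fixed gene lists, and Olig2. For each comparison it adds the 5 probe sets with the largest increase and the 5 with the largest decrease. These were taken among called probe sets whose groups did not overlap. Genes outside the rule, such as Sox9, Rit2 and Xist, are marked in the text as named after their values were seen. Olig2 has no probe set in the analysed table. One member of the mature oligodendrocyte list is not reported here, for a reason unrelated to its values, and counts and medians of that list are over the other 11. The lists were mature oligodendrocyte, oligodendrocyte progenitor, astrocyte, endothelial, microglia or macrophage, neuron and proliferation genes, and Nes, Gfap and Vim. When a list gives 1 value per gene, the probe set with the lowest ANOVA p-value was used.

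The alternatives were the Student-Newman-Keuls test, a fit of only the pair of groups compared, the replicate number as a block, median centring and quantile normalization of the arrays, a threshold of 0.01, the brighter part of the probe sets, probe sets with a deposited corrected p-value below 0.01, 1 probe set per gene symbol, group medians, other distances and linkages, another ranking, and leaving out each array in turn. Pathway analyses of the paper were not repeated, and the Affymetrix scanner files were not used here.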

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

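In this part, the test of astrocyte mRNA and the count under both scalings together were chosen only after the results were seen.

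Among the 1941 probe sets called in both comparisons with normal, 68 changed in opposite directions in tumor and recruited olig2 cells, which is what drew attention to them: 25 were higher than normal in recruited and lower in tumor cells, and 43 the reverse. All 68 were also called by limma between recruited and tumor, which follows from selecting opposite called changes and adds no separate support. The largest were those of Nupr1 (log2 difference from normal 2.45 in recruited and -2.47 in tumor cells) and Papss2 (1.40 and -2.37). Sox9 (1.45 in recruited cells and -0.85 in tumor cells) and, in the other direction, Rit2 (-1.15 and 1.03) are named here after their values were seen. The changes of Nupr1 (at this probe set), Papss2 and Rit2 were opposite and called under both median centring and quantile normalization. Those of Sox9 were not, since its difference of tumor from normal became -0.22 and -0.06. Array scaling stays open for most of the 68. After median centring of each array 16 kept opposite called changes, after quantile normalization 16 did, and 15 did under both. For those 15 the tables argue against scaling. Median centring raises every difference of a group from normal by the same amount, so small negative changes are lost through that shift alone, and for the others scaling cannot be told apart from a change in expression. RNA of astrocytes in the recruited samples stays open: of the 4 astrocyte genes in the table only 1, Gfap, was called higher in recruited than in normal cells, but 4 genes selected on the same arrays are too few to decide, and astrocyte RNA cannot be told apart from expression by the recruited cells. The origin of the cells and the route of tumor induction, transplantation or virus, were not tested separately. Origin may also differ only in part. Tumors induced with hPDGFb grew in reporter mice, where the tag marks olig2 cells whether or not they derive from the cell of origin. The tumor group may therefore include recruited cells. Genotype and age of the animals, which are not stated alike for all groups, were not tested either.

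In 27 probe sets recruited cells were at least 4-fold higher than both normal and tumor cells, with both differences called by limma. The paper names some of these genes (Nupr1, Lcn2, Igf2bp2, Gfap and Vim), and the others lie outside those it discusses, which is why they are listed: Ccnd2, Emp1, Cd93, Hspb1, Timp1, Tm4sf1, Cd109, Capg, Tnfaip2, Anxa3, Tagln, Ucp2, Ggta1, Gbp2 and Xist, all named here after their values were seen. The normal arrays serve as the control level. Under median centring and under quantile normalization 21 of the 27 kept both differences, which argues against array scaling as the cause of the whole set. Without recruited replicate 1, 2 or 3, 23, 25 and 24 of the 27 kept them, which argues against a single array. What stays open is RNA of other cells in the tumor. Astrocytes are among these, since Gfap, a gene of the astrocyte list, is 1 of the genes found here. Of the 4 astrocyte genes in the table only Gfap was called above normal, which does not decide it. The endothelial list and the list of microglia or macrophage genes had 0 probe sets each in the analysed table, which excludes nothing, since probe sets outside the table were not used here. A response of the host tissue to transplanted cells, compared with tumors induced in place, is a difference that the design names and that was not tested.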

How the results depend on the processing

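In this part, 2 alternatives were chosen after seeing the data, the count of 10-fold differences in either direction and the ranking among Student-Newman-Keuls calls. All others, the lists and the rule for named genes were chosen before the data were examined.

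Under the alternatives run for group distances, the mean of the recruited arrays was nearer the tumor than the normal mean, while replicate 1 alone was nearer normal by correlation of centred values. The ratio of the distances of recruited to tumor and to normal cells was between 0.662 and 0.849 when 1 array was left out and between 0.670 and 0.808 under the other alternatives, against 0.740. The correlation of the differences was between 0.773 and 0.828 when 1 array was left out and between 0.807 and 0.814 under the others. Of the top 500 probe sets, 485 to 491 had the same direction without 1 array. Leaving out each array gave 2184 to 2276 calls for tumor versus normal, 2153 to 2236 for recruited versus normal, 1242 to 1437 for recruited versus tumor and 1790 to 1954 shared.

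Counts fell by more than 1.5 times under 2 settings that test fewer probe sets, and by less with 1 probe set per gene symbol. In the brighter part of the probe sets there were 1152, 1109 and 735 calls for tumor versus normal, recruited versus normal and recruited versus tumor, 970 shared calls, and 144, 187 and 561 probe sets not different between tumor and normal, recruited and normal, and tumor and recruited. There, 339 and 73 probe sets differed over 2-fold and over 5-fold between recruited and tumor, and 99 of the top 500 were at least 5-fold different in recruited cells. With only probe sets whose corrected p-value in the authors' table was below 0.01, the calls were 314, 302 and 219, with 289 shared, and 14, 26 and 109 were not different. At an adjusted p-value below 0.01, 498 probe sets were not different between tumor and normal and 555 between recruited and normal, against 326 and 347. After median centring, which shifts every difference of recruited from normal by 0.39, 528 were not different between them. Ranked by p-value, 114 of the top 500 were at least 5-fold different, against 184, and the cause was not tested.

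The number of probe sets at least 10-fold higher in recruited than in tumor cells ranged from 23 without recruited replicate 1 to 61 without recruited replicate 2, against 40. It was 41 when counted in either direction.

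For the gene lists, astrocyte genes called higher in recruited than in normal cells numbered 2 after median centring and 2 after quantile normalization, against 1, and ranged from 1 to 2 without 1 array (2 without recruited replicate 2). Those called lower ranged from 0 to 2 (2 without recruited replicate 1). Proliferation genes called lower in recruited than in tumor cells numbered 1 after median centring and 1 after quantile normalization, against 0, and ranged from 0 to 1 without 1 array. Of the neural stem cell triple Nes, Gfap and Vim, 2 were called higher and 0 lower in tumor than in normal cells after median centring and also after quantile normalization, against 1 and 1. The number called lower was 0 with the mean of all probe sets of a gene and ranged from 0 to 1 without 1 array. For the oligodendrocyte progenitor gene Pdgfra, the calls above normal and below tumor each ranged from 0 to 1, and were lost without normal replicate 1 in the first case, and without recruited replicate 3 or tumor replicate 2 in the second.

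For the named genes, 324 differences were followed under 12 settings. Of these values 3761 were counted as the same, 77 were no longer called, 48 became called and 2 were counted as reversed. A difference that was not called could change sign and still be counted as the same. For Cnn2 the uncalled difference of recruited from normal was -0.03, and median centring shifts every such difference by 0.39. Both values counted as reversed were those of Igf2bp2 at one probe set between tumor and normal cells. They went from -0.06, not called, to 0.57 after median centring and 0.57 after quantile normalization. Median centring shifts every difference of tumor from normal by 0.63, which accounts for the first.

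With the replicate block, every count of calls was within 1.5 times the reported one, with 2250 called for tumor versus normal, 2222 for recruited versus normal and 1914 shared. Arrays with the same number in different groups did not deviate together, with correlations of their deviations from -0.11 to 0.15, so the numbers do not pair the samples. Low intensities limit what the arrays can show, since near the floor of 2.41 a background correction can set the value. The brighter part of the probe sets gave the same direction for distances and correlation.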

Differences from the paper's values

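No count of the paper differed from its counterpart here by more than 1.5 times. The following statements of the paper have values here that go another way or hold only in part.

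The paper states that TGFα mRNA was higher in recruited than in tumor olig2 cells. Here the only probe set of Tgfa in the table fell by 0.96 from tumor to recruited cells (limma adjusted p = 0.00159), all 3 recruited values lay below all 3 tumor values, and the direction and the call were the same under every alternative run for single genes. The paper states that TGFβ mRNA was lower in recruited cells. The probe sets of Tgfb2 differed by 0.29 and 0.20, neither of them called, and no alternative called either of them lower. Other TGFβ genes were not analysed here. Statements on TNF and FGFR1 could not be set beside a value here.

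The paper describes Cnn2 mRNA as reduced in recruited cells compared with both other groups. Here recruited cells were lower than tumor cells by a log2 difference of -3.48, while the difference from normal cells was -0.03 (limma adjusted p = 0.914), which was called under none of the alternatives run for single genes. The paper describes Aldh1l1 mRNA as specifically increased in recruited cells. The difference from normal cells was 0.37 and not called (limma adjusted p = 0.307). It was called after median centring (0.76), after quantile normalization (0.79) and without recruited replicate 2 (0.71).

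The paper counts 41 mRNAs, marked here as its value, as increased at least 10-fold on recruited polysomes compared with tumor and differing from normal. Here 40 were higher, 14 of these were not called against normal, and Cnn2 was 10-fold lower. Counted in either direction the number is 41, a setting chosen after seeing the values, which drops 0 of the items that Figure 7f labels. The paper states that mRNAs of oligodendrocytic character were reduced in recruited cells. All 11 examined genes were lower than in normal cells, but 10 were called higher than in tumor cells, the group with which the surrounding sentences compare. Of the top 500 mRNAs, the paper describes those changed in the same direction as changed by less in recruited cells. This held for 434 of 487.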

Other observations

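In this part, the tests of why recruited replicate 1 lies nearer normal, of a mixture of profiles and its simulation, of different normal arrays and of Xist were chosen only after the results were seen.

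Recruited replicate 1 lay at 0.528 on the line from normal to tumor, and replicates 2 and 3 at 0.756 and 0.622. An intensity shift of the whole array is argued against, since after quantile normalization it lay at 0.546 and the others at 0.772 and 0.638, while normal and tumor arrays stayed close to 0 and 1. More mature oligodendrocyte mRNA in that sample stays open: 9 of the 11 examined genes were highest in replicate 1 among the recruited arrays, with a median difference of 1.12 on the log2 scale from the mean of the others, where all probe sets higher in normal than tumor rose by a median of 0.16. The 4 astrocyte genes were also highest in replicate 1, so a share of mature oligodendrocytes cannot be told apart from other glial mRNA. Of the 4 neuron genes 0 were, but they are few and selected on the same arrays, and RNA of other cortical cells cannot be told apart from these. The design names no difference among the recruited samples, so no biological explanation beyond these cell types was tested.

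Recruited values lie between normal and tumor values for most probe sets called between these groups, as a mixture of normal and tumor profiles would. A mixture as the only cause is argued against by 575 probe sets in which recruited cells were called above both other groups (281) or below both (294). After median centring there were 505 and after quantile normalization 534. In 20 simulations of recruited arrays as mixtures, with fitted tumor shares of 0.727, 0.905 and 0.814, 0 probe sets did so. That count adds no separate support, since a mixture of the normal and tumor means lies between them by construction. A mixture with RNA of another cell type was not simulated. Selection matters too, since 42.9% of simulated unchanged probe sets past the ANOVA threshold were called above or below both other groups. The correction of the ANOVA allows about 129.65 unchanged probe sets in the table with any pattern, fewer than those found. A mixture together with changes of its own stays open.

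Tumor and recruited cells changed alike from normal. Recruited cells within the tumor samples could add to this likeness, since the reporter mice carried the tag in olig2 cells of either origin. Their share was not measured, so this stays open. Shared normal arrays and selection of probe sets gave a correlation of at most 0.546 in simulations, below each recruited array's own value, and with different normal arrays for the tumor and recruited cells the correlation was at least 0.782, which argues against them as the whole cause. Proliferation stays open: without the 86 probe sets annotated to the cell cycle the correlation was 0.807, but so few probe sets could hardly move it. Effects of proliferation on other genes cannot be told apart from other shared changes. A lower share of mature oligodendrocytes than in normal cortex may explain part of it, as the paper notes. It lowers probe sets in both groups and, since the table is on a relative scale, can raise others, so the 627 probe sets higher in both do not decide, and it cannot be told apart from other shared changes here. The neuron genes in the table were lower than normal in tumor and in recruited cells (4 of 4 called, medians -2.72 and -1.76), and the proliferation genes Top2a, Ccnb1 and Tyms were higher (3 of 3 called, medians 1.81 and 1.96), with 0 of 3 called between recruited and tumor cells. Between recruited and tumor cells 3 of the 4 neuron genes were called higher in recruited cells (median 1.12). Adjusted over each list alone, these counts were the same. The count of 3 became 2 after quantile normalization and depends on the probe set. For Syt1, the uncalled gene, the brightest probe set differed by 1.31 and was called (limma adjusted p = 0.0433), and another differed by -0.03. For Rbfox3 the other probe sets differed by 0.08 and 0.22 and were not called.

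Xist, the transcript of the inactive X chromosome, was named after its values were seen. It had log2 intensities of 8.32, 7.51 and 6.50 in recruited replicates 1, 2 and 3, of 4.98 to 5.68 in normal and of 4.67 to 4.75 in tumor samples. The difference from tumor was 2.74 and from normal 2.20 (limma adjusted p = 7.78e-04 and 7.28e-04), and the lowest recruited array lay 0.82 above the highest of the others. A different sex of the animals is a candidate explanation. The paper's text and the sample labels give no sex, 0 probe sets in the table were annotated to the Y chromosome, and with groups and animals confounded, sex and cell state cannot be told apart. Since sex would differ between groups as a whole, it could also add to other differences of recruited cells.

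Only the real grouping gave as many calls in each comparison: 1 of 10 splits of the 6 arrays for tumor versus normal, 1 of 10 for recruited versus normal and 1 of 10 for recruited versus tumor, with 2270, 2201 and 1297 calls in fits of the pair of groups. With 3 against 3 samples this share cannot fall below 0.1, and the probe sets had been selected for differences among the real groups, which leaves few calls for any other split. Chance cannot be excluded by this count.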
